# Endothelial cell-specific expression of serine/threonine kinase 11 modulates dendritic cell differentiation

**DOI:** 10.1038/s41467-022-28316-6

**Published:** 2022-02-03

**Authors:** Qiang Zhao, Young-Min Han, Ping Song, Zhixue Liu, Zuyi Yuan, Ming-Hui Zou

**Keywords:** Haematopoietic cell growth factors, Innate immunity, Growth factor signalling, Myelopoiesis

## Abstract

In the bone marrow, classical and plasmacytoid dendritic cells (DC) develop from the macrophage-DC precursor (MDP) through a common DC precursor (CDP) step. This developmental process receives essential input from the niche in which it takes place, containing endothelial cells (EC) among other cell types. Here we show that targeted deletion of serine/threonine kinase 11 (*Stk11*) encoding tumor suppressor liver kinase b1 (Lkb1) in mouse ECs but not DCs, results in disrupted differentiation of MDPs to CDPs, severe reduction in mature DC numbers and spontaneous tumorigenesis. In wild type ECs, Lkb1 phosphorylates polypyrimidine tract binding protein 1 (Ptbp1) at threonine 138, which regulates stem cell factor (*Scf*) pre-mRNA splicing. In the absence of Lkb1, exon 6 of *Scf* is spliced out, leading to the loss of Scf secretion. Adeno-associated-virus-mediated delivery of genes encoding either soluble Scf or the phosphomimetic mutant Ptbp1^T138E^ proteins rescued the defects of MDP to CDP differentiation and DC shortage in the endothelium specific *Stk11* knockout mice. In summary, endothelial *Stk11* expression regulates DC differentiation via modulation of *Scf* splicing, marking the *Stk11*-soluble-Scf axis as a potential cause of DC deficiency syndromes.

## Abstract (web summary)

In the bone marrow, dendritic cell development is governed by supporting cells, such as endothelial cells. Here authors show that expression of serine/threonine kinase 11 in endothelial cells regulates differentiation of dendritic cell precursors via modulating secretion of stem cell factor.

## Introduction

Dendritic cells (DC) are a major type of antigen-presenting cell. DCs effectively link the innate with the adaptive immune systems by inducing the activation and differentiation of various immune effector cells, such as naïve B and T lymphocytes^1,2^. These unique properties place DCs at the center of immune homeostasis^3,4^. Insufficient numbers of DCs lead to defective or dysregulated tumor immunosurveillance, or conversely, attack self-antigens to induce tissue inflammation and autoimmune disease^5,6^. A better understanding of the intrinsic and extrinsic cellular mechanisms regulating DC differentiation will identify new therapeutic targets for both cancer and autoimmune diseases.

DC developed from macrophage-DC precursor (MDP) into common DC precursor (CDP), then to pre-classical DCs that finally give rise to classical DCs and plasmacytoid DCs^7–9^. In mouse bone marrow, DCs and monocytes share a common progenitor, the MDP, whereas a distinct progenitor, the CDP, is dedicated to DC production^7^. Although this cascade of DC progenitors has been identified, it remains unknown if the bone marrow niche regulates DC differentiation. Bone marrow niche is a local perivascular microenvironment, created mainly by endothelial cells (ECs) and mesenchymal stromal cells, maintaining or regulating hematopoietic stem cell (HSC) and hematopoietic progenitor cell (HPC) development and function^10^. Particular HSCs or HPCs may occupy distinct bone marrow niches in vivo^11^, as most HSCs lie in direct contact with bone marrow microvessels, whereas the HPCs are less likely than HSCs to be immediately adjacent to sinusoidal endothelium^12–15^. Although extensive work has been carried out to identify and characterize the perivascular niche of HSC quiescence and self-renewal^10,16,17^, it remains unknown if the bone marrow niche regulates the differentiation of hematopoietic DC precursors, such as of the MDP-to-CDP, and how disorders of the bone marrow niche function trigger DC dysfunction-related diseases.

Stem cell factor (Scf; also known as KitL) is a key cytokine in hematopoiesis and binds to the c-Kit tyrosine receptor kinase^18–20^. ECs and leptin receptor-expressing perivascular stromal cells are the main sources of Scf required for hematopoiesis in normal mouse bone marrow^17^. There are two isoforms of Scf, membrane-bound and soluble, generated by alternative mRNA splicing^21^. Membrane-bound Scf seems to be much more important for HSC maintenance and self-renewal, as HSCs are depleted in compounds of steel and steel Dickie mutant mice (*Kitl*^Sl^/*Kitl*^Sl-d^; also called *Sl/Sl*^*d*^)^22,23^, which express normal levels of soluble Scf but lack the membrane-bound form^24^. In contrast, soluble Scf is more important for the normal development of restricted myeloid lineage^25^. Although recent data demonstrate that Scf is strictly required for the long-term expansion of DC precursors^26^, and c-Kit inhibitor fully blocks maturation of DCs from progenitors^27,28^, how Scf regulates the proliferation and retention of the restricted DC progenitor population in the bone marrow is unknown.

Serine/threonine kinase 11 (*Stk11*), which encodes liver kinase b1 (Lkb1), is a tumor suppressor that links energy metabolism with cell growth and proliferation^29,30^. *Stk11* is required for HSC maintenance^31–33^. Previous studies showed that constitutive deletion of *Stk11* in mice is embryonic lethal^34^. Loss of *Stk11* in DCs leads to aberrant DC antigen-presenting and T-cell homeostasis^35–37^. Our recent work indicated that endothelial *Stk11* maintains EC function via modulation of endothelial nitric oxide synthase (eNOS) expression^38,39^. In addition, *Stk11* deletion promotes angiogenesis through inhibited Rab7-dependent neuropilin-1 degradation and Sp1-mediated vascular endothelial growth factor (VEGF) expression^39,40^. However, whether *Stk11* in bone marrow ECs regulates *Scf* alternative splicing and DC development remains unclear.

Here, we report that *Stk11*^ec−/−^ mice spontaneously develop tumors with splenomegaly and disorganized immune activation characterized by decreased number of DCs and myeloid proliferation. Mechanistically, Lkb1 phosphorylates Ptbp1 to promote *Scf* exon 6 retention; thus, switches alternative splicing of *Scf* mRNA to favor soluble Scf, which regulates DC differentiation through cell-detached means of communication between bone marrow ECs and DC precursors in vivo.

## Results

### Endothelial cell-specific *Stk11-*deleted mice **(***Stk11*^ec−/−^**)** spontaneously develop tumors

Endothelial cell (EC)-specific *Stk11-*deleted (*Stk11*^ec−/−^*, Stk11*^fl/fl^*Cdh5*^Cre^) mice were generated as described previously^38^. Over time, natural death (found dead or moribund and euthanized) in *Stk11*^ec−/−^ mice occurred and was frequently accompanied by clinical signs attributable to tumor burden, including weight loss, dyspnea, or observable masses (Fig. 1a and Supplementary Table 1). The homozygous *Stk11*^ec−/−^ mice (*Stk11*^fl/fl^*Cdh5*^Cre^) developed tumors as early as 6 months of age, and heterozygous mice (*Stk11*^fl/wt^*Cdh5*^Cre^) developed tumors beginning at 15 months **(**Fig. 1b, Supplementary Tables 1 and 2). Hematoxylin-and-eosin (H&E) staining and histopathological examination further confirmed tumor development with different pathological diagnoses, such as carcinoma, adenocarcinoma, lymphoma, leukemia, and endometrial carcinoma (Fig. 1c). Tumor lesions were observed in multiple tissues of *Stk11*^ec−/−^ mice, including lung, uterus, kidney, ureter, abdominal cavity, bone, and lymph node (Supplementary Table 3). The overall incidence of tumor-bearing mice increased from 19.12% at 14 months of age, to 73.91% at 24 months of age in *Stk11*^ec−/−^ mice (Fig. 1b and Supplementary Table 3). The most common neoplasm at 14 months of age found in *Stk11*^ec−/−^ mice was an abdominal tumor (7.35%), and the most common neoplasm at 24 months and 30 months of age was lung tumor (21.74% and 14.29%, respectively) (Supplementary Table 3).

**Fig. 1:**
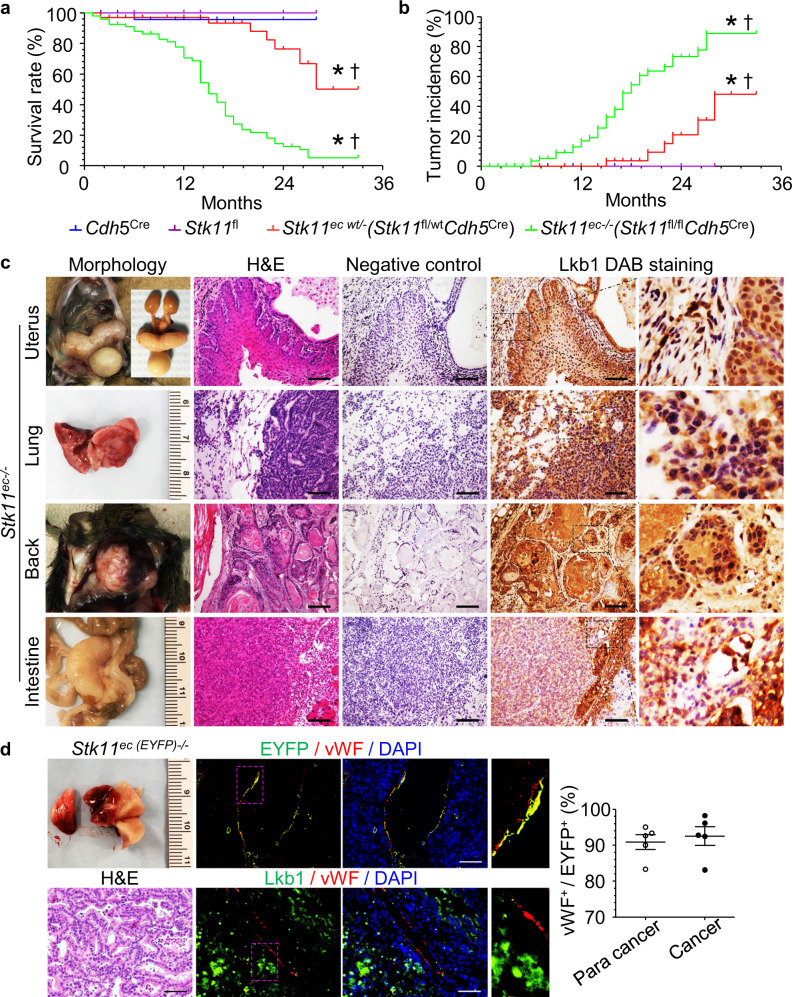
Endothelial cell (EC)-specific *Stk11* deleted (*Stk11*^ec−/−^) mice show spontaneous tumorigenesis in vivo. Survival rate (**a**) and tumor incidence (**b**) of *Cdh5*^Cre^ (*n* = 34), *Stk11*^fl^ (*n* = 17), *Stk11*^fl/wt^*Cdh5*^Cre^ (*n* = 65), and *Stk11*^fl/fl^*Cdh5*^Cre^ (*n* = 98) mice. ^*^P < 0.001 versus *Cdh5*^Cre^ and ^†^*P* < 0.001 versus *Stk11*^fl^ by log rank test (two-sided). **c** Representative images of gross anatomy, hematoxylin and eosin (H&E)-stained and Lkb1 DAB-stained tumor sections in *Stk11*^ec−/−^ mice. Scale bar: 50 μm. Images are representative of three independent experiments. **d** Representative images of lung tumor section from *Stk11*^ec(EYFP)−/−^ mice with EYFP/Lkb1(green), von Willebrand factor (vWF, red) and DAPI (blue)-staining. Scale bar: 50 μm. Bar graph summarizes the percentage of vWF^+^ (used as an EC marker) cells in EYFP^+^ cells.

To explore whether tumors developed in *Stk11*^ec−/−^ mice originated from *Stk11* deleted ECs, we performed immunochemical staining of Lkb1 (encoded by *Stk11*) in tumor sections from *Stk11*^ec−/−^ mice. As shown in Fig. 1c, Lkb1 expression in cancer cells and cells in para-cancer areas were comparable (both Lkb1 positive). To validate this observation, we further generated *Stk11*^ec (EYFP) −/−^ mice (*Stk11*^fl/fl^*ROSA*^EYFP^*Cdh5*^cre^) to explore tumor origin and biology in vivo. In these mice, *Stk11*-depleted *Cdh5*^+^ cells and their progeny were irreversibly labeled with an enhanced yellow fluorescent protein (EYFP). In-depth microscopic analysis revealed that ECs were abundantly labeled with EYFP (>90%), whereas EYFP staining in non-ECs in the spontaneously developed tumor from *Stk11*^ec (EYFP)−/−^ mice was negligible (Fig. 1d). Given the evidence that tumor cells are Lkb1-positive and strict EYFP expression in tumor ECs (identified by positive staining for vWF [vWF^+^]) in the lineage-tracking mice (*Stk11*^ec (EYFP)−/−^), we concluded a non-cell-autonomous effect of EC *Stk11* deficiency on tumorigenesis or tumor suppression.

### *Stk11*^ec−/−^ mice exhibit disorganized immune activation

In addition to spontaneous tumor development in *Stk11*^ec−/−^ mice, spleens of 12-week-old *Stk11*^ec−/−^ mice weighed approximately three times more than those of littermate controls (Fig. 2a). Correlated with increased organ size and weight, the number of whole spleen cells in *Stk11*^ec−/−^ mice was significantly higher than that in littermate controls (Fig. 2a). Increased number of spleen cells was associated with extensive megakaryocyte infiltration (identified by positive staining for CD61 [CD61^+^]) in spleen red pulp (Fig. 2b). The *Stk11*^ec−/−^ mice also exhibited lymphadenopathy and enlarged thymus (Fig. 2a). Histopathological analysis revealed massive lymphocyte infiltration into multiple organs, including intestine, liver, pancreas, and lung in *Stk11*^ec−/−^ mice (Supplementary Fig. 1). Overall, these results indicate disorganized immune activation in *Stk11*^ec−/−^ mice.

**Fig. 2:**
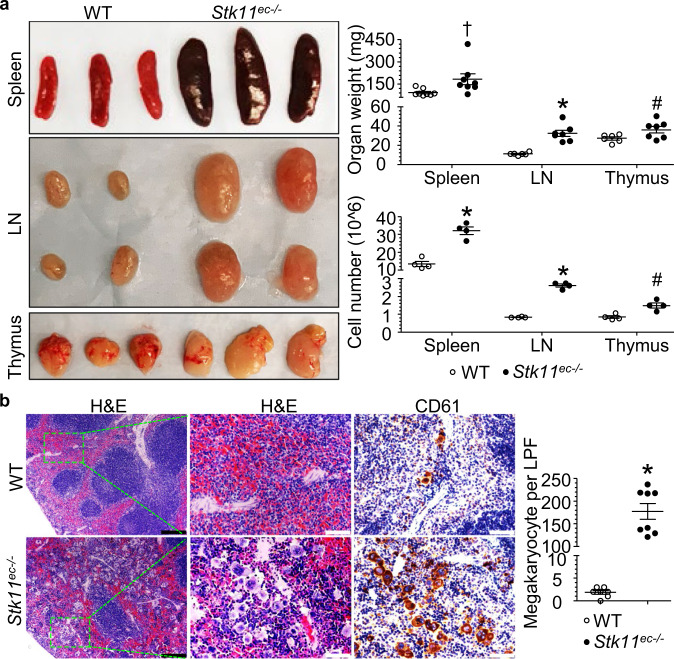
*Stk11*^ec−/−^ mice show disorganized immune activation in vivo. **a** Representative spleen, lymph node (LN) and thymus images and quantification of spleen, LN and thymus weight and cell number in WT and *Stk11*^ec−/−^ mice (12-weeks-old, mixed-gender, *n* = 6–8 in organ weight; *n* = 4 in cell number count). Organ weight: ^†^*P* = 0.03; ^*^P < 0.001; ^#^*P* = 0.04 versus WT; Cell number: ^*^P < 0.001; ^#^*P* = 0.008 versus WT analyzed by Student’s *t*-test (two-sided). **b** Representative images of H&E-stained (left) and CD61 (megakaryocyte marker) DAB-stained (right) spleen of WT and *Stk11*^ec−/−^ mice. Quantification of spleen megakaryocytes number per low power field (per LPF, 10× field) of WT and *Stk11*^ec−/−^ mice (12-weeks-old, mixed-gender, *n* = 7–8 each group). Scale bar: (Black) 200 μm, (White) 50 μm. *P < 0.001 versus WT analyzed by Student’s *t*-test (two-sided).

### *Stk11*^ec−/−^ mice develop myeloid proliferative disorder with depressed DC differentiation

Regarding our evidence of disorganized immune equilibrium in *Stk11*^ec−/−^ mice, we next examined the fate and distribution of immune cells in *Stk11*^ec−/−^ and littermate control mice. Flow cytometry analysis showed the numbers of both classical DCs (CD11c^+^ MHC II^+^), plasmacytoid DCs (CD11c^low^ B220^+^), DC1 (CD103^+^ CD11b^−^) and DC2 (CD103^−^ CD11b^+^ CD64^−^) in the spleen, lymph node, and thymus were significantly lower in *Stk11*^ec−/−^ mice than their littermate controls (Fig. 3a, b, Supplementary Fig. 2a). Conversely, the numbers of granulocytes (Lin^−^ CD45^+^ FSC^high^ SSC^high^) and macrophages (Lin^−^ B220^−^ F4/80^+^ CD11b^+^) were higher in *Stk11*^ec−/−^ mice (Supplementary Fig. 2b, Fig. 3c) than their littermate controls.

**Fig. 3:**
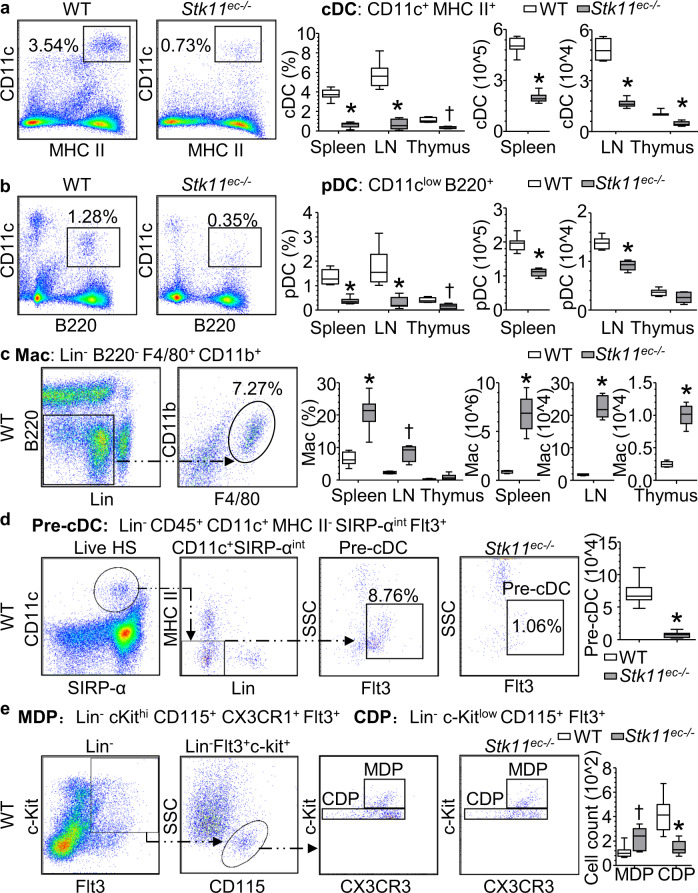
*Stk11*^ec−/−^ mice develop a myeloid proliferative disorder with depressed DC differentiation. **a**, **b** Flow cytometry analysis of spleen, lymph node (LN), and thymus cells isolated from WT or *Stk11*^ec−/−^ mice and stained for CD11c, MHC II, and B220. Classical DCs (cDCs) were defined as CD11c^+^ MHC II^+^, plasmacytoid DCs (pDCs) were defined as CD11c^low^ B220^+^. Bar graph summarizes cell number of cDC and pDC in spleen (*n* = 11–13 each group), LN (*n* = 11 each group), and thymus (*n* = 4–5 each group) (12-weeks-old, mixed-gender). ^†^*P* = 0.006; ^*^P < 0.001 versus WT by nonparametric Mann–Whitney *U* test (two-sided). **c** Flow cytometry analysis of spleen cells isolated from WT or *Stk11*^ec−/−^ mice and stained for Lin (CD3, CD19, CD49b, Ly6G), B220, F4/80, and CD11b. Macrophages were defined as Lin^-^ B220^−^ F4/80^+^ CD11b^+^. Bar graph summarizes cell number of macrophage in spleen (*n* = 11–13 each group), LN (*n* = 4–5 each group), and thymus (*n* = 4–6 each group) (12-weeks-old, mixed-gender). ^†^*P* = 0.003; ^*^P < 0.001 versus WT by nonparametric Mann–Whitney *U* test (two-sided). **d** Flow cytometry analysis of bone marrow cells isolated from WT or *Stk11*^ec−/−^ mice and stained for Lin (CD3, CD19, Ter119, NK1.1, B220), CD45, CD11c, MHC II, SIRP-α, and Flt3. Committed precursors of cDC (pre-cDC) were defined as Lin^-^ CD45^+^ CD11c^+^ MHC II^−^ SIRP-^αint^ Flt3^+^. Bar graph summarizes cell number of pre-cDC in bone marrow (12-weeks-old, mixed-gender, *n* = 12–13 each group). *P < 0.001 versus WT by nonparametric Mann–Whitney *U* test (two-sided). **e** Flow cytometry analysis of bone marrow cells isolated from WT or *Stk11*^ec−/−^ mice and stained for Lin, c-Kit, CD115, CX3CR1, and Flt3. Macrophages and DC precursors (MDPs) were defined as Lin^−^ c-Kit^high^ CD115^+^ CX3CR1^+^ Flt3^+^. Common DC precursors (CDPs) were defined as Lin^−^ c-Kit^low^ CD115^+^ Flt3^+^. Bar graph summarizes cell number of MDP/CDP in bone marrow (12-weeks-old, mixed-gender, *n* = 9–13 each group). ^†^*P* = 0.002; ^*^P < 0.001 versus WT by nonparametric Mann–Whitney *U* test (two-sided).

### Differentiation of MDP into CDP is suppressed in *Stk11*^ec−/−^ mice

Next, we sought to identify the key reason for DC depression and myeloid proliferation in *Stk11*^ec−/−^ mice. Firstly, we checked the number of DC progenitors in bone marrow (pre-classical DCs: Lin^−^ CD45^+^ CD11c^+^ MHC II^-^ SIRP-α^int^ Flt3^+^; MDP: Lin^−^ c-Kit^high^ CD115^+^ CX3CR1^+^ Flt3^+^; CDP: Lin^−^ c-Kit^low^ CD115^+^ Flt3^+^). The number of pre-classical DC (Pre-cDC) and CDP showed an 80% reduction (Fig. 3d, e), whereas the number of MDP increased (Fig. 3e). We also noticed that there was no significant difference in the number of HSC, multipotent progenitor (MPP), lymphoid-primed multipotent progenitor (LMPP), common lymphoid progenitor (CLP), common myeloid progenitor (CMP), and granulocyte-monocyte progenitor (GMP) between *Stk11*^ec−/−^ mice and littermate control mice (Supplementary Fig. 3). Taken together, these data suggest that *Stk11*^ec−/−^ mice underwent a myeloid shift toward macrophages, monocytes, and granulocytes, associated with depressed DC lineage and MDP-to-CDP differentiation, independent of HSC or other hematopoietic progenitor cell (HPC) maintenance and differentiation (Supplementary Fig. 4).

Next, we sought to determine whether *Stk11* deletion in ECs regulates terminal differentiated DC function. To this end, we challenged *Stk11*^ec−/−^ mice with B16 tumors expressing the model antigen ovalbumin (B16-OVA). Compared with WT mice, tumor growth was significantly increased in *Stk11*^ec−/−^ (Supplementary Fig. 5a). Immunization of DCs from either WT or *Stk11*^ec−/−^ mice at same dose delayed B16 tumor growth in *Stk11*^ec−/−^ mice (Supplementary Fig. 5a). Additionally, B16-OVA bearing *Stk11*^ec−/−^ mice immunized with either WT or *Stk11*^ec−/−^ derived DCs showed similar OVA epitope (SIINFEKL) complex expression (Supplementary Fig. 5b). Altogether, these results demonstrated that *Stk11* deletion in ECs does not affect the function of terminal differentiated DCs.

### Selective EC-deletion of *Stk11* in adult mice also show obstructed MDP-to-CDP differentiation

Recent studies proposed that HSC and EC progenitors originate from a common mesodermal precursor^41,42^. These populations diverge before the onset of definitive hematopoiesis. After the onset of definitive hematopoiesis, Cdh5 (VE-cadherin) is considered a specific marker of ECs^43^. In this regard, we checked whether *Cdh5*-Cre recombinase leaked to DCs in vivo. As showed in Supplementary Fig. 6, *Cdh5*-Cre driven *Stk11* exon 3 to exon 6 excision mainly happens in ECs, not DCs.

Additionally, we generated tamoxifen-inducible *Stk11*^ec−/−^ mice by cross-breeding *Stk11*^fl/fl^ mice with VECad-Cre^ERT2^ mice^44^ and deleted *Stk11* in ECs at the age of 12 weeks. Similar to the constitutive *Stk11*^ec−/−^ mice, inducible EC-*Stk11* deletion in adult mice also showed enlarged spleen, lymph node, and thymus (Supplementary Fig. 7a), associated with extensive megakaryocyte infiltration in the spleen red pulp compared with littermate control mice (Supplementary Fig. 7b). Consistent with this observation, inducible EC-*Stk11* deletion in adult mice also showed depressed DC lineage development, myeloid shift towards macrophages, and significant higher MDP/CDP ratio (Supplementary Fig. 7c–e).

### Selective DC-deletion of *Stk11* in mice does not affect MDP-to-CDP differentiation

To further determine the relationship between *Stk11* and DC differentiation, we generated *Stk11*^fl/fl^*Cx3cr1*^cre^ mice (*Stk11*^dc−/−^) to delete *Stk11* in DC lineage^45^. Interestingly, the size of spleen, lymph node, and thymus showed no significant difference between *Stk11*^dc−/−^ mice and littermate control mice (Supplementary Fig. 8a). Moreover, the spleen structure of *Stk11*^dc−/−^ mice is comparable to littermate control mice, without accumulated megakaryocyte infiltration in spleen red pulp (Supplementary Fig. 8b). Importantly, depletion of *Stk11* in DC lineage does not affect numbers of classical DCs, plasmacytoid DCs, macrophages, or the MDP/CDP ratio in vivo (Supplementary Fig. 8c–e). Taken together, we conclude that selective deletion of *Stk11* in DC does not affect MDP-to-CDP differentiation.

### Cell-detached means of communication between bone marrow ECs and DC precursors in vivo

Given the evidence of obstructed MDP-to-CDP differentiation in *Stk11*^ec−/−^ mice, but not *Stk11*^dc−/−^ mice, we next sought to examine the fate and distribution of MDP and CDP in mice bone marrow. We used green fluorescent protein (GFP) *Cx3cr1* knock-in mice (hereafter designated as *Cx3cr1*^*GFP*^). In these mice, MDP and their progeny cells are irreversibly labeled with GFP. Interestingly, the distribution of *Cx3cr1*-GFP^+^ c-Kit^+^ cells in bone marrow indicating MDP/CDP were more common in the bone marrow perivascular area but not directly in contact with vessels (Fig. 4a). Approximately 85% of MDP/CDP were 20 μm or far away from a sinusoidal blood vessel (Supplementary Movie 1), suggesting a cell-detached means of communication between bone marrow ECs and DC precursors.

**Fig. 4:**
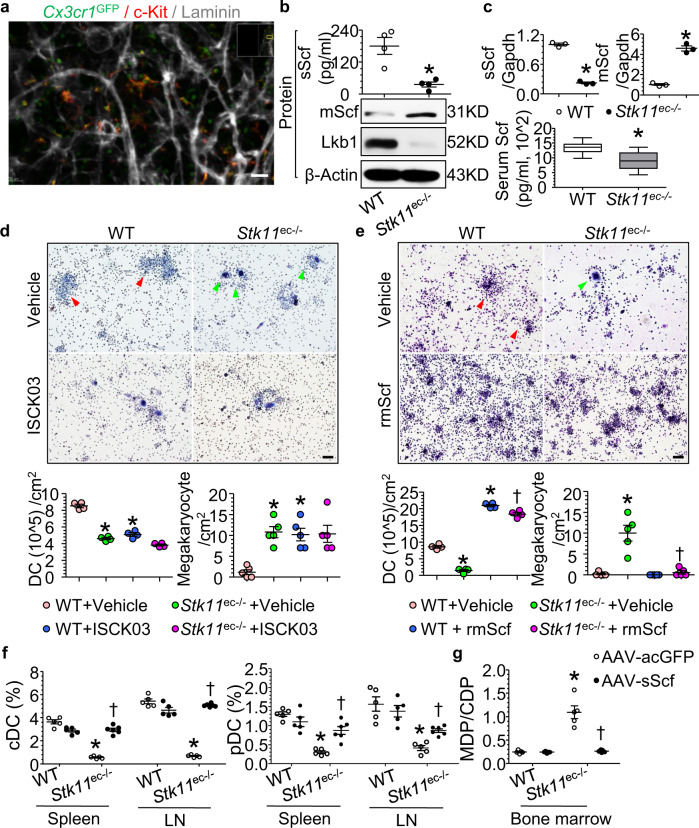
*Stk11* in ECs regulates soluble stem cell factor (sScf) to drive DC differentiation. **a** Deep imaging of *Cx3cr1*-GFP^+^ cells (green), hematopoietic progenitors (c-Kit^+^, red), and blood vessels (laminin, gray) in digitally reconstructed bone marrow (300 μm thick). Scale bar: 20 μm. Images are representative of three independent experiments. **b**, **c** Supernatant of cultured primary bone marrow ECs from WT or *Stk11*^ec−/−^ mice was subjected to soluble Scf (sScf) ELISA (b, upper) (*n* = 4 each group). *P = 0.005 versus WT by Student’s *t*-test (two-sided). Lysates of primary bone marrow ECs from WT or *Stk11*^ec−/−^ mice were analyzed by western blotting for Scf, Lkb1, and β-Actin (**b**, lower), and by PCR for *Scf* (**c**, upper). The serum Scf level from WT or *Stk11*^ec−/−^ mice was detected by ELISA (**c**, lower; 12-weeks-old, mixed-gender, WT, *n* = 14; *Stk11*^ec−/−^, *n* = 13). *P < 0.001 versus WT by Student’s *t*-test (two-sided). The blots are representative results of three independent experiments. **d** Bone marrow cells (1 × 10^6^ cells/per well) isolated from WT or *Stk11*^ec−/−^ mice were cultured with or without c-Kit inhibitor ISCK03 (1 µM) for 6 days to generate DCs. Primary DCs were harvested from each dish by collecting non and loosely adherent cells and stained for CD11c, detected by flow cytometry. DCs were defined as CD11c^+^ cells. The colonies (red head) and megakaryocytes (green head) were stained with Giemsa. Scale bar: 1000 μm. Bar graph summarizes the numbers of DCs and megakaryocytes per cm^2^ in culture. *P < 0.001 versus WT + vehicle by Student’s *t*-test (two-sided). **e** Bone marrow cells (1 × 10^6^ cells/per well) isolated from WT or *Stk11*^ec−/−^ mice were cultured with or without recombinant murine stem cell factor (rmScf, 50 ng/mL) for 6 days to generate DCs. Primary DCs were harvested from each dish by collecting nonadherent and loosely adherent cells and stained for CD11c, detected by flow cytometry. DCs were defined as CD11c^+^ cells. The colonies ^(^Red head) and megakaryocytes (green head) were stained with Giemsa. Scale bar: 1000 μm. Bar graph summarizes the numbers of DCs and megakaryocytes per cm^2^ in culture. *P < 0.001 versus WT + Vehicle and ^†^*P* < 0.001 versus *Stk11*^ec−/−^ + vehicle by Student’s *t*-test (two-sided). **f** Flow cytometry analysis of spleen/lymph node cells isolated from WT or *Stk11*^ec−/−^ mice treated with either AAV-acGFP or AAV-sScf and stained for CD11c and MHC II or CD11c and B220. Bar graph summarizes frequency of spleen and lymph node cDCs and pDCs (12-weeks-old, mixed-gender, *n* = 5–6 each group). *P < 0.001 versus WT and ^†^*P* < 0.001 versus *Stk11*^ec−/−^ by nonparametric Mann–Whitney *U* test (two-sided). **g** Flow cytometry analysis of bone marrow cells isolated from WT or *Stk11*^ec−/−^ mice treated with either AAV-acGFP or AAV-sScf and stained for Lin, c-Kit, CD115, CX3CR1, and Flt3. Bar graph summarizes the ratio of MDP/CDP in bone marrow (12-weeks-old, mixed-gender, *n* = 5–7 each group). *P < 0.001 versus WT and ^†^*P* < 0.001 versus *Stk11*^ec−/−^ by nonparametric Mann–Whitney *U* test (two-sided).

### Soluble Scf is a key extrinsic perivascular niche cytokine for DC differentiation in mouse bone marrow

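Primary ECs, the cells that line blood vessels, were profiled by RNA sequencing from WT mice and from *Stk11* ec-/- mice, in which Cre recombinase driven by *Cdh5* removes exons 3 to 6 of *Stk11*, the gene of the kinase Lkb1. Each genotype had 3 libraries. The sample labels give an age of 2 months and the methods give 8 to 12 weeks. The sequencing methods and the labels name neither the tissue of these ECs nor whether each library came from a separate mouse, so p-values measure the spread between these libraries, which may be technical. The methods name HISAT2 for alignment to GRCm38 and StringTie for the differential analysis, whereas the submitters' processing notes name BWA, TopHat, Cufflinks and mm9. Of the 26860 loci of the deposited table that carry an Ensembl identifier, 26036 have the same start and end in the GENCODE M21 annotation of GRCm38, the build of every position given here. For each of 91725 loci, the table holds a whole-number count and an FPKM value (fragments per kilobase, scaled to library size) in each library. Counts summed to 52456767, 37114459 and 55545899 in *Stk11* ec-/- replicates 1, 2 and 3, and to 22179567, 38714294 and 52795240 in WT replicates 1, 2 and 3. The 53530 loci with an Ensembl transcript were analysed. Assembled loci without one were left out, and held 5.15% to 13.8% of the counts of a library. Structural RNAs took 2.34% to 9.46% of the counts in *Stk11* ec-/- libraries and 7.74% to 12.4% in WT libraries. Counts were normalized by TMM (trimmed mean of M values) and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered 17396 genes that passed its default filter on low counts. To follow the thresholds in the methods, an unadjusted p under 0.05 was combined with a fold over 2 between group means of FPKM, with 1 added to each mean.

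*Stk11* (chromosome 10, 80115803 to 80130682) was at 60.9, 85.0 and 81.9 counts scaled to library size (CPM) in *Stk11* ec-/- replicates 1, 2 and 3, and at 69.3, 92.0 and 76.0 CPM in WT replicates 1, 2 and 3. Its log2 fold change was −0.06 (SE 0.26, adjusted p = 0.966 from edgeR's quasi-likelihood test), with a 95% interval from −0.67 to 0.55, and was 0.0842 without *Stk11* ec-/- replicate 1. Exons 3 to 6 hold 488 of the 2566 nucleotides of 1 annotated transcript. Losing all of their reads there would leave a log2 fold change of −0.30, which lies inside the interval, so the level of the whole gene does not check the labels. Across the annotated transcripts, the share of nucleotides in these exons runs up to 78.1%. The locus also overlaps *Cbarp*, so some of its reads are uncertain. In another measure, the paper reports that the excision takes place mainly in ECs (Supplementary Fig. 6).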

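Among genes of the extracellular matrix, *Lama5* was lower in *Stk11* ec-/- libraries. Sex-linked genes, given below, also separate the groups. Stretches of DNA from another mouse strain, also treated below, could not be told apart either. No difference here can thus be assigned to genotype alone. *Lama5* (chromosome 2, 180176275 to 180225800), a chain of basement membrane laminins, was at 57.1 ± 13.4 CPM (SD, n = 3) in *Stk11* ec-/- libraries and at 514 ± 84.7 CPM (SD, n = 3) in WT libraries. It fell by 3.17 on the log2 scale (SE 0.31, adjusted p = 0.0233 from edgeR's quasi-likelihood test) and was lower in 3 of 3 libraries. *Mgp*, an inhibitor of calcification in the matrix, had a log2 fold change of −3.39 (SE 0.72, adjusted p = 0.426 from edgeR). *Col6a3*, a collagen chain, had −1.99 (SE 0.48, adjusted p = 0.551 from edgeR), and *Nid2*, a basement membrane nidogen whose locus overlaps *Rtraf*, had 2.63 (SE 0.78, adjusted p = 0.624 from edgeR), which was 1.29 without *Stk11* ec-/- replicate 3. Of 61 tested genes of collagens and other matrix proteins, 1 was lower and 0 were higher at an adjusted p under 0.05 by edgeR, and the same numbers passed when adjusted over the list alone. At an unadjusted p under 0.05, 5 were higher and 6 lower. DESeq2 called 2 higher and 3 lower, and limma called 0 higher and 1 lower. As a set they did not pass (limma's camera, adjusted p = 0.0986), except without *Stk11* ec-/- replicate 3 (adjusted p = 4.71e-05), without WT replicate 2 (adjusted p = 0.00202), and, in settings chosen after seeing the data, with all named loci (adjusted p = 0.0432) and with neither *Stk11* ec-/- replicate 3 nor WT replicate 3 (adjusted p = 6.08e-04). Summed over 23 fibroblast marker genes, the level was 5198, 3592 and 22189 CPM in *Stk11* ec-/- replicates 1, 2 and 3, and 8713, 7094 and 10965 CPM in WT replicates 1, 2 and 3. In every library, 45 summed markers of fibroblasts, pericytes and smooth muscle exceeded the summed genes expressed across ECs. They were at 4810 against 3909 CPM in *Stk11* ec-/- replicate 2, and at 27005 against 609 CPM in *Stk11* ec-/- replicate 3. These sums cover different genes and do not measure purity. The share of ECs is thus not known, and levels here may come partly from other cells.

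At an adjusted p under 0.05, 8 genes were higher and 5 lower in *Stk11* ec-/- libraries by edgeR, and 111 higher and 105 lower by DESeq2. Of edgeR's 13, 8 have no given name or are pseudogenes. Beside *Lama5*, the named genes were *Cwc22*, a splicing factor whose locus joins 2 genes, *Xist*, the RNA of the inactive X chromosome, *Rps18*, a ribosomal protein gene that shares sequence with its pseudogenes, and *Rprl3*, a structural RNA. *Cwc22* rose by 4.11 on the log2 scale (SE 0.36, adjusted p = 0.0163 from edgeR). *Rprl3* fell by 11.42 (SE 0.67, adjusted p = 0.00297 from edgeR), and the counts at *Rps18* fell by 3.47 (SE 0.29, adjusted p = 0.0163 from edgeR). Summed over *Rps18* and loci of like sequence, the level was 287 CPM in *Stk11* ec-/- libraries and 274 CPM in WT libraries. Of that sum, 8.17% lay at *Rps18* in *Stk11* ec-/- libraries and 94.5% in WT libraries. Reads of *Rps18* may thus have been counted at other loci in 1 group. *Xist* was at 397 ± 112 CPM (SD, n = 3) in *Stk11* ec-/- libraries and at 0.838 ± 0.301 CPM (SD, n = 3) in WT libraries, whereas *Kdm5d*, on the Y chromosome, was at 0.0801 ± 0.0857 CPM (SD, n = 3) and 11.0 ± 2.05 CPM (SD, n = 3). Sex-linked genes separate the groups in all 6 libraries, so sex as read from them coincides with the genotype labels. At the paper's thresholds, 465 genes differed, of which 335 were higher and 130 lower, 93 have no given name or are pseudogenes, and 28 lie on chromosome X or Y. Without adding 1 to the FPKM means, 1040 did, of which 733 were higher and 307 lower, and with the fold taken from edgeR, a setting chosen after seeing the data, 936 did, of which 557 were higher and 379 lower. Among the named genes at these thresholds whose groups do not overlap, the rest of the 10 with the largest difference in each direction did not pass the adjusted test (adjusted p from 0.122 to 0.662 by edgeR). In at least 1 other setting, all of them but *Adgrl4* passed. On the higher side they were *Lce1g*, *Ifi202b*, *Ptprv*, *Nog*, *Clec14a*, *Kcnf1*, *Adgrl4* and *Plvap*. Apart from *Lce1g*, their log2 fold changes ran from 4.27 for *Plvap*, which forms the diaphragms of endothelial pores, to 7.38 for *Ifi202b*, an interferon-inducible gene. Without *Stk11* ec-/- replicate 2, *Plvap* was at 2.29, *Adgrl4* at 2.27 instead of 4.33 and *Kcnf1* at 2.64 instead of 4.51, and without WT replicate 1 *Nog* was at 9.72 instead of 5.49. *Lce1g*, at 0 in WT libraries, was at least 23.0-fold higher by its group mean against a floor of 3 counts per library. It was at 0.523, 5.34 and 1.36 CPM in *Stk11* ec-/- replicates 1, 2 and 3, so replicate 2 weighs most on this bound. On the lower side, *Eif2s3y*, *Gstm6*, *Lyz2*, *Cpxm2* and *H2-T23* had log2 fold changes from −7.87 for the Y-linked *Eif2s3y* to −4.86 for *H2-T23*, a gene of the major histocompatibility complex, with *Gstm6* at −10.88 instead of −5.74 without *Stk11* ec-/- replicate 1 and *Lyz2* at −10.40 instead of −5.68 without *Stk11* ec-/- replicate 3. *Trim30d* and *Cda* were at 0 in *Stk11* ec-/- libraries, at least 315-fold and at least 85.6-fold lower by WT group means against the same floor. In WT replicates 1, 2 and 3, *Trim30d* was at 31.7, 27.7 and 1.54 CPM and *Cda* at 6.83, 7.42 and 2.29 CPM. These bounds thus do not hold for WT replicate 3 alone. The groups did not overlap in 14.3% of all tested genes, where chance gives 10%. Leaving out any 1 library left 2 to 4 genes at an adjusted p under 0.05, with *Lama5* at an adjusted p from 0.0618 to 0.143, *Rps18* from 0.0575 to 0.140 and *Cwc22* from 0.0372 to 0.149. At the paper's thresholds, 951 genes differed without *Stk11* ec-/- replicate 3, and 1131 differed with neither *Stk11* ec-/- replicate 3 nor WT replicate 3, a setting chosen after seeing the data that left 0 genes at an adjusted p under 0.05.

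**Figure D1:**
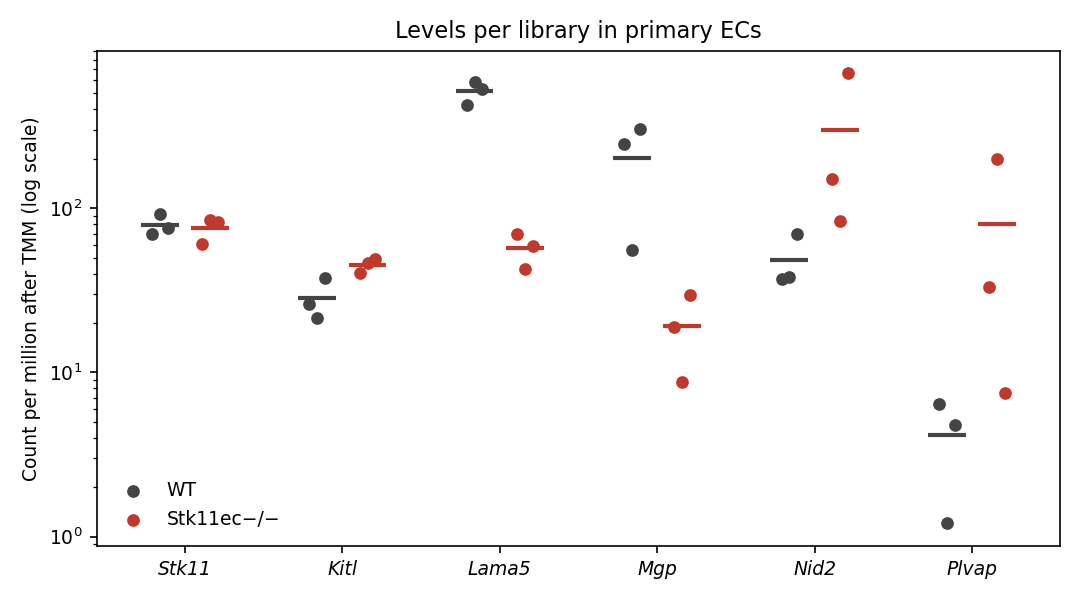
CPM after TMM normalization, on a log axis, of 6 genes in primary ECs. Each point is 1 library, with 3 WT and 3 *Stk11* ec-/- libraries per gene, and each bar is the mean of its group. The *Stk11* ec-/- points of *Lama5* sit from 42.8 to 69.2 CPM, below the WT points from 422 to 589 CPM, while the points of *Stk11* overlap between the groups.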

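*Ctsk*, a secreted protease that degrades collagen, was lower at the paper's thresholds in *Stk11* ec-/- libraries, with a log2 fold change of −2.47 (SE 0.41, adjusted p = 0.192 from edgeR). *Kitl* (chromosome 10, 100015630 to 100100416), which encodes Scf, did not reach these thresholds and was at 45.4 ± 4.48 CPM (SD, n = 3) in *Stk11* ec-/- libraries and at 28.4 ± 8.13 CPM (SD, n = 3) in WT libraries. Its log2 fold change was 0.68 (SE 0.29, unadjusted p = 0.0539 and adjusted p = 0.681 from edgeR), with a 95% interval from −0.01 to 1.37. By limma on log2(FPKM + 1), the unadjusted p was 0.0138 and the adjusted p 0.607. *Kitl* was higher in 3 of 3 libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). These counts join all *Kitl* transcripts and do not separate soluble from membrane-bound Scf. Of 27 tested niche factor genes, 0 passed by edgeR, DESeq2 or limma at an adjusted p under 0.05, and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher, *Bmp4* (log2 fold change 1.21, SE 0.35) and *Igf2* (log2 fold change 3.97, SE 1.25, and 1.48 without *Stk11* ec-/- replicate 2), and the set did not pass (limma's camera, adjusted p = 0.182).

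Among 3941 gene ontology (GO) terms, 32 of the 632 tested genes of extracellular region were at the paper's thresholds where 15.9 were expected (odds ratio 2.20, p = 1.23e-04, one-sided Fisher's exact test). Of extracellular space it was 27 of 529, where 13.3 were expected (odds ratio 2.20, p = 3.75e-04, the same exact test). These terms ranked 2 and 9 by p. By edgeR's genes, 0 terms passed at an adjusted p under 0.05, with extracellular region at an adjusted p of 0.150 and 128 terms at an unadjusted p under 0.05, while 10 passed by DESeq2's genes and 2 by limma's. By the same exact test, extracellular region passed with no filter on low counts (adjusted p = 0.0297) and among the lower genes alone (adjusted p = 0.0380). Without *Stk11* ec-/- replicates 1, 2 and 3 in turn, 20, 3 and 16 terms passed, and without WT replicates 1, 2 and 3 in turn, 1, 4 and 17 passed. The GO terms of 1815 tested genes are not used here, and 73 of these genes (4.02%) were at the paper's thresholds, against 2.52% of tested genes with GO terms. The paper ranks GO terms by the number of changed genes and by their significance, and follows Scf as a factor of the leading term.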

Deeper analysis of the most differentially expressed genes between primary ECs isolated from WT and *Stk11*^ec−/−^ mice highlighted extracellular protein binding as the most changed pathway based on the number of changed genes and statistical significance (Supplementary Fig. 9a). Among the factors involved in extracellular protein binding, we found that *Stk11* deletion in ECs reduced soluble Scf, whereas increased membrane-bound Scf mRNA and protein levels (Fig. 4b). *Stk11*^ec−/−^ mice showed a 50% reduction in serum soluble Scf level, compared with littermate control mice (Fig. 4c). Additionally, Jak2 and Akt phosphorylation decreased in MDP, but not terminal differentiated DC (classical DC and plasmacytoid DC) in *Stk11*^ec−/−^ mice compared with their littermate controls (Supplementary Fig. 9b, c).

To explore whether Scf is required for MDP differentiation into CDP, unfractionated bone marrow cells from *Stk11*^ec−/−^ mice and littermate control mice were treated with or without ISCK03, a cell-permeable inhibitor of the Scf receptor c-Kit. In the presence of ISCK03 in culture, both DC production and colony formation reduced sharply in bone marrow cells of littermate control mice, associated with an increased number of megakaryocytes (Fig. 4d). Interestingly, ISCK03 did not further impair DC differentiation in the *Stk11*^ec−/−^ mouse bone marrow cultures compared with vehicle (Fig. 4d).

Next, we cultured the unfractionated bone marrow cells from *Stk11*^ec−/−^ mice and littermate control mice in the presence or absence of recombinant murine soluble Scf (rmScf). Relative to littermate control mice, *Stk11*^ec−/−^ mouse bone marrow cells showed a 60% reduction in the percentage of colonies and DC production without rmScf supplementation (Fig. 4e). Addition of rmScf markedly increased colony number and DC production in littermate control mice and *Stk11*^ec−/−^ mouse bone marrow cultures (Fig. 4e), suggesting a compensatory function of rmScf in DC differentiation in *Stk11*^ec−/−^ mouse bone marrow cells. Similarly, bone marrow cells from the *Stk11*^ec−/−^ mice showed a ten-fold induction of megakaryocytes compared with the unfractionated bone marrow cells of WT mice, whereas in the presence of rmScf, there is negligible megakaryocyte production in either the littermate control mice or the *Stk11*^ec−/−^ bone marrow in culture (Fig. 4e).

To further distinguish whether DC shortage in *Stk11*^ec−/−^ mice is due to hematopoietic cells or defective niche cells, *Stk11*^ec−/−^ mice were transplanted with bone marrows from WT or *Stk11*^ec−/−^ mice, and vice versa. As shown in Supplementary Fig. 9d, there are no difference in the number of classical DCs and plasmacytoid DCs between WT mice receiving WT or *Stk11*^ec−/−^ mice bone marrows. In contrast, *Stk11*^ec−/−^ mice receiving WT mice bone marrow still showed lower number of classical DCs and plasmacytoid DCs than those WT mice (Supplementary Fig. 9d). Consistent with this observation, MDPs isolated from either WT or *Stk11*^ec−/−^ mouse bone marrow showed no difference on progenitor cell maintenance when cultured on standard AFT024 feeder cells (Supplementary Fig. 9e). Taken together, those results indicated an extrinsic perivascular niche effect of soluble Scf on DC differentiation.

### Administration of soluble Scf restores MDP-to-CDP differentiation and DC lineage in *Stk11*^ec−/−^ mice in vivo

Next, we generated adeno-associated virus (AAV) encoding soluble Scf (AAV-sScf) or aequorea coerulescens GFP (AAV-acGFP) to systematically identify the function of soluble Scf in DC differentiation in vivo. Relative to *Stk11*^ec−/−^ mice treated with AAV-acGFP, the frequency of classical DCs and plasmacytoid DCs significantly increased in *Stk11*^ec−/−^ mice treated with AAV-sScf (Fig. 4f). Consistently, MDP-to-CDP differentiation was restored in the bone marrow of *Stk11*^ec−/−^ mice treated with AAV-sScf (Fig. 4g). Moreover, spleen size and megakaryocyte infiltration decreased with AAV-sScf treatment in *Stk11*^ec−/−^ mice, as compared with mice treated with AAV-acGFP (Supplementary Fig. 10b, c).

### Lkb1-dependent phosphorylation of Ptbp1 inhibits *Scf* alternative splicing

Given the evidence of decreased soluble Scf and increased membrane-bound Scf mRNA and protein in *Stk11*-deleted ECs, we next thought to identify the splicing element that directly regulates *Scf* alternative splicing. The particular high degree of sequence conservation of *Scf* exon 6 during evolution raises the hypothesis that exon 6 might be the target of a sequence-specific RNA-binding protein^21^, and bioinformatic analysis revealed several candidates (Supplementary Fig. 11a). Among these, only polypyrimidine tract binding protein 1 (*Ptbp1*) knockdown enhanced *Scf* alternative splicing (Fig. 5a). We next designed and generated four different peptides nucleic acid (PNA) isoforms based on the *Scf* exon 6 sequence to inhibit RNA-binding protein binding (Supplementary Fig. 11b). Among these, only PNA3 which prohibited Ptbp1 binding to the mRNA (Fig. 5b), dramatically reduced the soluble Scf/membrane-bound Scf ratio (Fig. 5c). Interestingly, an efficient knockdown of *Stk11* inhibited Ptbp1 binding to mRNA (Fig. 5d), suggesting that Lkb1 may promote *Scf* alternative splicing through Ptbp1. We next tried to determine how Lkb1 regulates Ptbp1 binding. Because phosphorylation of Ptbp1 dramatically decreases upon *Stk11* deficiency (Supplementary Fig. 11c, d), Ptbp1-driven *Scf* alternative splicing is likely due to Lkb1 phosphorylation. To this end, we performed in vitro kinase assay and found that Lkb1 directly phosphorylates Ptbp1 (Fig. 5e). Additionally, *Stk11* deletion in ECs decreased Ptbp1-Lkb1 binding (Supplementary Fig. 11e). Computer alignment with an optimal Lkb1 substrate motif showed that Ptbp1 residue Thr138 is a potential Lkb1 phosphorylation target site (Supplementary Fig. 11f). Therefore, we generated two site-directed mutant constructs of *Ptbp1* (*Ptbp1*^*T138A*^ and *Ptbp1*^*T138E*^). Phosphorylation of Ptbp1 at Thr138 was abolished in ECs expressing *Ptbp1*^*T138A*^ (Fig. 5f), implying that Thr138 is the target of Lkb1-mediated phosphorylation. We further determined whether Ptbp1 Thr138 phosphorylation was required for the alternative splicing of *Scf*. To this end, we found that *Ptbp1*^*T138A*^ mutation decreased the soluble Scf/membrane-bound Scf ratio, whereas *Ptbp1*^*T138E*^ mutation increased soluble Scf/membrane-bound Scf ratio (Fig. 5g) and increased PTBP1-*Scf* (exon 6) binding (Supplementary Fig. 11g). Deeper analysis of the most differentially expressed genes among ECs overexpressed *Ptbp1*^*T138A*^, *Ptbp1*^*T138E*^, and *Ptbp1*^*wt*^ mutant further highlighted protein binding and adheshion as the most changed pathyway based on the number of changed genes and statistical significance (Supplementary Fig. 11h). 

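Among genes of cell-cell contact, *Nectin3*, an adhesion molecule of adherens junctions, was at 42.7 ± 30.1 CPM (SD, n = 3) in *Stk11* ec-/- libraries and at 10.9 ± 0.910 CPM (SD, n = 3) in WT libraries, with a log2 fold change of 1.97 (SE 0.55, adjusted p = 0.599 from edgeR). *Pcdh12*, a protocadherin of endothelial cells, had a log2 fold change of 2.85 (SE 0.83, adjusted p = 0.624 from edgeR), and *Cd34*, a sialomucin of vessels and progenitors, had 3.20 (SE 1.15, adjusted p = 0.662 from edgeR). *Emilin1*, a glycoprotein of elastic fibres, had −1.25 (SE 0.40, adjusted p = 0.640 from edgeR). Each of these 4 genes lay on 1 side in all 3 *Stk11* ec-/- libraries. *Cd34* was at 12.2, 14.1 and 168 CPM in *Stk11* ec-/- replicates 1, 2 and 3 and at 10.7, 8.26 and 2.26 CPM in WT replicates 1, 2 and 3, and its log2 fold change was 0.89 without *Stk11* ec-/- replicate 3, the library with the highest summed fibroblast markers. *Nectin3* was at 1.29 and *Pcdh12* at 1.73 without *Stk11* ec-/- replicate 2. Of 49 tested adhesion genes, 0 passed by edgeR at an adjusted p under 0.05 and 0 when adjusted over the list alone, with 4 higher and 2 lower at an unadjusted p under 0.05. DESeq2 called 1 higher and limma 0. The set did not pass (limma's camera, adjusted p = 0.733), and its median log2 fold change of 0.017 was −0.28 without *Stk11* ec-/- replicate 2 and also below 0 without WT replicate 2, while with neither *Stk11* ec-/- replicate 3 nor WT replicate 3, a setting chosen after seeing the data, it was 0.46 and the set passed (adjusted p = 0.0270). Of 29 tested junction genes, 0 passed by edgeR or limma, 0 when adjusted over the list alone, 1 was higher by DESeq2 and 2 were higher at an unadjusted p under 0.05. That set did not pass either (limma's camera, adjusted p = 0.222), except without *Stk11* ec-/- replicate 3 (adjusted p = 0.0466), and its median log2 fold change of 0.24 was −0.0205 without *Stk11* ec-/- replicate 2, −0.0042 without WT replicate 3 and also below 0 without *Stk11* ec-/- replicate 1.

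Of the GO term protein binding, 107 of 3887 tested genes were at the paper's thresholds where 97.8 were expected (odds ratio 1.15, p = 0.136, one-sided Fisher's exact test). Of these, 84 were higher and 23 lower, and *Cwc22* and *Rps18* alone passed at an adjusted p under 0.05 by edgeR. Reads of *Rps18* may have been counted at loci of like sequence in 1 group. Over all 3887 tested genes of the term, DESeq2 called 22 higher and 24 lower, and limma 0 higher and 1 lower. *Dynlt1b*, a dynein light chain, had a log2 fold change of −1.85 (SE 0.29, adjusted p = 0.183 from edgeR). Of the term cell adhesion, 5 of 246 tested genes were at these thresholds where 6.19 were expected (odds ratio 0.80, p = 0.746, the same exact test). They were *Nectin3*, *Pcdh12*, *Nid2* and *Ctnnal1* on the higher side and *Col6a3* on the lower side. *Ctnnal1* (log2 fold change 2.44, and 1.35 without *Stk11* ec-/- replicate 2) was named after its value was seen. By this exact test, protein binding passed against a background of every gene with a GO term (adjusted p = 0.0235) and without *Stk11* ec-/- replicate 3 (adjusted p = 0.0224), and its odds ratio was 0.957 without *Stk11* ec-/- replicate 2 and 0.967 without WT replicate 2. Cell adhesion passed by it without WT replicate 3 (exact test, odds ratio 2.72, adjusted p = 0.0369), and its odds ratio was 2.04 without *Stk11* ec-/- replicate 1, 1.60 without WT replicate 1 and 1.77 without WT replicate 2.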

Notably, the protein binding and adheshion pathway also stood out in the RNAseq data set with *Stk11* deficiency (Supplementary Fig. 9a). Taken together, these findings imply that Lkb1 phosphorylated Ptbp1 at Thr138, initiating Ptbp1 binding to *Scf* exon 6 and alternative splicing.

**Fig. 5:**
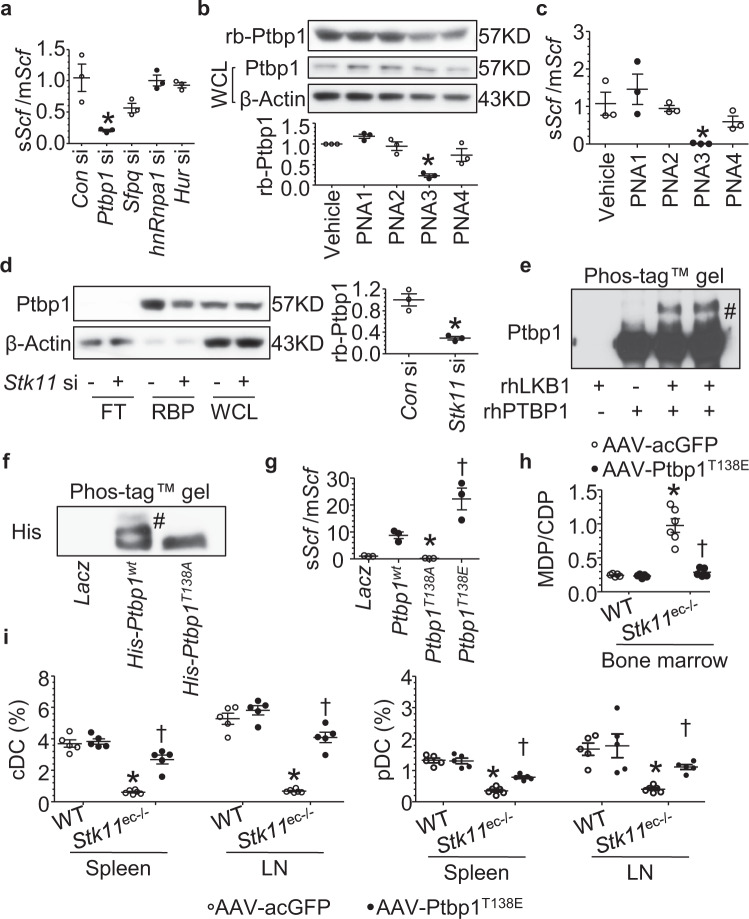
Lkb1-dependent Ptbp1 phosphorylation promotes *Scf* exon 6 retention to induce the formation of soluble stem cell factor (sScf) and drives DC differentiation. **a** Reverse transcription-polymerase chain reaction (RT-PCR) analysis of soluble *Scf* (including exon 6) to membrane-bound *Scf* (lacks exon 6) in control or target-gene-silenced primary mouse bone marrow ECs. *P = 0.02 versus *Control* si by nonparametric Mann–Whitney *U* test (two-sided). **b** RNA-binding protein was pull down using oligo-dT beads in indicated conditions and subjected to western blotting of Ptbp1 binding. *P = 0.02 versus vehicle by nonparametric Mann–Whitney *U* test (two-sided). **c** RT-PCR analysis of soluble *Scf*/membrane-bound *Scf* ratio in vehicle or peptide nucleic acid (PNA)-treated bone marrow ECs. *P = 0.03 versus vehicle by nonparametric Mann–Whitney *U* test (two-sided). **d** RNA-binding protein (RBP) was pulled down using oligo-dT beads in WT (vehicle-treated) or PNA competition assay and subjected to western blotting of Ptbp1 binding. FT, flow-through; rb-Ptbp1, RNA binding Ptbp1; WCL, whole-cell lysate. *P = 0.004 versus *Control* si by nonparametric Mann–Whitney *U* test (two-sided). **e** Proteins in in vitro kinase assay reaction mixture were separated on a Phos-tag^TM^ gel and analyzed by western blotting with the anti-Ptbp1 antibody. # marked the phosphorylated band. Blots are representative of three independent experiments. **f** Endothelial cells (ECs) were transfected with His-*Ptbp1*^*wt*^ and mutant plasmid and whole-cell lysates were analyzed by western blotting for anti-His after separation in Phos-tag^TM^ gel. # marked the phosphorylated band. Blots are representative of three independent experiments. **g** PCR analysis was carried out to detect soluble *Scf*/membrane-bound *Scf* ratio in BAECs transfected with *Ptbp1*^*wt*^ and mutant plasmid. *P = 0.003; ^†^*P* = 0.007 by nonparametric Mann–Whitney *U* test (two-sided). **h** Flow cytometry analysis of bone marrow cells isolated from WT or *Stk11*^ec−/−^ mice treated with either AAV-acGFP or AAV-Ptbp1^T138*E*^ and stained for Lin, c-Kit, CD115, CX3CR1, and Flt3. Bar graph summarizes the ratio of MDP/CDP in bone marrow (12-weeks-old, mixed-gender, *n* = 5–6 each group). *P < 0.001 versus WT and ^†^*P* < 0.001 versus *Stk11*^ec−/−^ by nonparametric Mann–Whitney *U* test (two-sided). **i** Flow cytometry analysis of spleen/lymph node cells isolated from WT or *Stk11*^ec−/−^ mice treated with either AAV-acGFP or AAV-Ptbp1^T138E^ and stained for CD11c and MHC II or CD11c and B220. Bar graph summarizes the frequency of cDCs and pDCs in spleen, and lymph node (12-weeks-old, mixed-gender, *n* = 5–6 each group). *P < 0.001 versus WT and ^†^*P* < 0.001 versus *Stk11*^ec−/−^ by nonparametric Mann–Whitney *U* test (two-sided).

### Administration of *Ptbp1*^*T138E*^ restores MDP-to-CDP differentiation and DC lineage in *Stk11*^ec−/−^ mice in vivo

Given the evidence that phosphorylation of Ptbp1 Thr138 promotes soluble Scf generation, we next sought to identify the function of Ptbp1 Thr138 phosphorylation in DC lineage differentiation in vivo. To this end, we generated recombinant AAV encoding *Ptbp1*^*T138E*^ (AAV-Ptbp1^T138E^) or ac*GFP* (AAV-acGFP). SCF expression and MDP-to-CDP differentiation was restored in the bone marrow of *Stk11*^ec−/−^ mice treated with AAV-Ptbp1^T138E^ (Supplementary Fig. 10a, Fig. 5h). The frequencies of classical DC and plasmacytoid DC significantly increased in *Stk11*^ec−/−^ mice treated with AAV-Ptbp1^T138E^ (Fig. 5i). Consistent with this observation, spleen size and megakaryocyte infiltration decreased with AAV-Ptbp1^T138E^ treatment in *Stk11*^ec−/−^ mice compared with AAV-acGFP transduction (Supplementary Fig. 10b, c).

## Discussion

In this study, we showed that *Stk11*-guided alternative splicing of *Scf* in bone marrow ECs is strictly and non-cell-autonomously required for MDP differentiation into CDP. Mechanistically, endothelial Lkb1 (encoded by *Stk11*) regulates *Scf* alternative splicing through phosphorylation of Ptbp1 residue threonine 138. Phosphorylated Ptbp1 binds to *Scf* pre-mRNA to promote *Scf* exon 6 retention, thus suppressing *Scf* alternative splicing in favor of soluble Scf. The reduced level of soluble Scf in *Stk11*^ec−/−^ mouse bone marrow disrupted MDP-to-CDP differentiation, resulting in inadequate numbers of classical DCs and plasmacytoid DCs in peripheral lymphoid organs.

The most important finding from this study is that we have for the first-time presented evidence that *Stk11* in bone marrow ECs plays a key role in DC differentiation, and thus regulates immune homeostatic equilibrium. *Stk11*^ec−/−^ mice showed a disruption of MDP-to-CDP differentiation and reduced DC number. Consequently, inadequate DCs led to defective or dysregulated tumor immune surveillance, manifested as spontaneous tumor development in *Stk11*^ec−/−^ mice. Furthermore, the reduced number of DCs led to aberrant lymphocyte activation, inducing tissue inflammation, and disorganized immune activation. This also resulted in compensatory hematopoiesis, as myeloid proliferation disorder and splenomegaly in the *Stk11*^ec−/−^ mice. These phenomena (high premature death rate, spontaneous tumor development, aberrant lymphocyte activation, and myeloid proliferation) in *Stk11*^ec−/−^ mice are extremely similar to the clinical DC deficiency syndrome^46,47^. Some patients with DC deficiency syndromes become seriously ill and die in their early 30s. Those who survive show a high incidence of solid tumors, autoimmune disease, and myeloproliferation^46,47^. Notably, there is no clear identified pathogen or cause for the syndromes, except two mutations, GATA-binding factor 2 (GATA2) and interferon regulatory factor 8 (IRF8)^46,47^. Our findings constitute an important example of how the loss of tumor suppressor in bone marrow ECs or niche cells drives specific DC precursor cell differentiation and spontaneous tumor development. We also suggest that the *Stk11*-Ptbp1-Scf axis may be a potential new therapeutic avenues for DC deficient syndrome for which there are no treatment options right now.

Another significant finding of this study is that disrupted MDP-to-CDP differentiation after *Stk11* deletion in ECs appears to depend on soluble Scf, as shown by the evidence that *Stk11* deletion in ECs decreased soluble Scf and increased membrane-bound Scf. The addition of soluble Scf restored DC differentiation and the MDPs/CDPs ratio both in vivo and in vitro. Scf has long been suggested to be required for HSC survival, as HSCs are depleted in *Tie2*-Cre-mediated EC-*Scf*-deleted mice (*Scf*^*fl/-*^*Tie2*^cre^ mice)^17^. In our case, disrupted MDP-to-CDP differentiation in *Stk11*^ec−/−^ mice seems independent of HSC and other lineage-restricted HPC, as HSC, MPP, LMPP, CLP, CMP, GMP, and other restricted-lineage cells were unaffected. Membrane-bound Scf is not reduced (actually increased) in *Stk11-*deleted ECs, while membrane-bound Scf is more important for HSC maintenance and self-renewal^22,23^, whereas soluble Scf is more important for the normal development of restricted lineages, e.g., the DC lineage in this case. The different distribution of membrane-bound and soluble Scf raised the possibility that physical distance within the niche between HSC/HPC and ECs may affect the regulation and fate of stem cells and progenitor cells. Deep imaging of mouse bone marrow further supports this hypothesis, as shown by the fact that MDP/CDP reside mainly in perivascular niches adjacent to, but not in contact with, bone marrow ECs.

In the current study, we present evidence that Lkb1 in ECs regulates membrane-bound Scf/soluble Scf expression through Ptbp1-phosphorylation-mediated *Scf* alternative mRNA splicing. It has been reported that an acidic microenvironment might be responsible for the switch of *Scf* mRNA splicing in favor of membrane-bound Scf^21^. But it is unclear how this alternative mRNA splicing happens. In this study, using four different sequence-specific PNAs to compete with the target *Scf* exon 6 sequence, we found that Ptbp1 is the key to *Scf* exon 6 skipping and alternative splicing. Lkb1-dependent phosphorylation of Ptbp1 at Thr138 is required for Ptbp1 binding to *Scf* pre-mRNA exon 6. The binding thus switches *Scf* mRNA alternative splicing in favor of soluble Scf.

In sum, our data demonstrates that *Stk11* in bone marrrow ECs is strictly and non-cell-autonomously required for DC lineage and MDP-to-CDP differentiation through Ptbp1-phosphorylation-dependent *Scf* alternative splicing. These newly recognized niche features of DCs open up the possibility of expanding or reducing DC numbers by lineage-restricted cytokines or pathways in vivo, and provide new therapeutic opportunities for DC deficiency syndromes.

## Methods

### Mice

*Stk11*^fl/fl^ (#014143), *Cdh5*^Cre^ (#006137), *Cx3cr1*^Cre^ (#025524), *Cx3cr1*^GFP^ (#005582), *Gt(ROSA)26Sor*^tm1(EYFP)Cos^/J (#006148) mice were obtained from the Jackson Laboratory. VECad-Cre^ERT2^ mice were provided by Dr. Xin Zhang (University of Oklahoma Health Science Center). *Stk11*^fl/fl^, *Cdh5*^Cre^, and *Stk11*^fl/fl^*Cdh5*^Cre^ (EC-specific *Stk11-*deleted, *Stk11*^ec−/−^) mice were generated as previously described^38^. *Stk11*^fl/fl^*ROSA*^EYFP^*Cdh5*^cre^ mice were generated by crossing breeding *Stk11*^fl/fl^*Cdh5*^Cre^ mice with *Gt(ROSA)26Sor*^tm1(EYFP)Cos^/J reporter mice. *Stk11*^fl/fl^*Cx3cr1*^Cre^ (DC-specific *Stk11-*deleted, *Stk11*^dc−/−^) were generated by crossing breeding *Stk11*^fl/fl^ mice with *Cx3cr1*^Cre^ mice. *Stk11*^fl/fl^VECad-Cre^ERT2^ mice were generated by crossing breeding *Stk11*^fl/fl^ mice with VECad-Cre^ERT2^ mice. Tamoxifen citrate (Sigma, # PHR2706) was intraperitoneally (i.p.) injected at 75 mg/kg body weight with corn oil (Sigma, #C8267) to either *Stk11*^fl/fl^VECad-Cre^ERT2^ mice or littermate control mice at a concentration of 20 mg/mL every 24 h for a total of 5 consecutive days. Primers for genotyping are listed in Supplementary Table. 4. Mice were housed in a controlled environment (20 ± 2 °C, 12-h/12-h light/dark cycle) in specific pathogen-free (SPF) animal facility. Experimental mice were co-housed with control mice. When euthanized, carbon dioxide inhalation chamber followed by cervical dislocation was performed. All animal protocols were approved by the Georgia State University Committee on the Use and Care of Animals (IACUC number: A18053).

### Two-photon deep imaging of bone marrow

Freshly dissected tibias from 8 to 12-week-old mice were fixed for 6–8 h in 4% paraformaldehyde in phosphate-buffered saline (PBS) at 4 °C. Tibias were sectioned perpendicular to the long axis into 300-μm thick sections using a Leica VT100 S vibratome. Sections were blocked in a staining solution containing anti-CD16/32 mouse Fc-blocking antibody overnight on a rotator at room temperature. The staining solution contained 10% dimethyl sulfoxide (Sigma, #276855), 0.5% IgePal630 (Sigma, # I3021), and 5% donkey serum (Jackson Immuno, # 017-000-121) in PBS. Bone sections were stained with green fluorescent protein (GFP), c-Kit, and laminin antibodies for 3 days, washed overnight in several changes of PBS then incubated for 3 days in a staining solution containing secondary antibodies. Antibody dilutions are listed in Supplementary Table. 7. The stained bone sections were dehydrated in a methanol series and cleared in benzyl alcohol: benzyl benzoate 1:2 mix (BABB clearing). 3D microscopy of the bone marrow was performed on a Confocal/Multiphoton Zeiss Leica SP8 resonant scanning confocal microscope with two-photon excitation. Confocal tiled Z-stack images were rendered in 3D and analyzed using Imaris v. 7.7.1 software.

### Flow cytometry and isolation of hematopoietic progenitor cells

Mouse bone marrow cells were isolated by flushing the long bones with Ca^2+^- and Mg^2+^-free Hanks’ Balanced Salt Solution supplemented with 2% heat-inactivated bovine serum. Mouse spleen, thymus, or lymph node cells were collected by crushing the fresh tissue between two glass slides followed by trituration. Blood was collected by cardiac puncture before euthanasia and mixed with 50 mM EDTA to prevent clotting. Cells were dissociated to a single-cell suspension by passing through a 25G needle several times and filtered through a 70-µm nylon mesh. Cells were counted using a Vi-Cell cell counter (Beckman Coulter). Anti-CD11c and anti-MHC class II antibodies were used to stain classical DCs. Anti-CD11c and anti-B220 were used to stain plasmacytoid DCs. Anti-Lin (CD3, CD19, CD49b, Ly6G), anti-B220, anti-F4/80, and anti-CD11b were used to stain macrophages. Anti-Lin (CD3, CD19, CD49b), anti-B220, anti-F4/80, and anti-CD45 were used to stain granulocytes. Anti-Lin (CD3, CD19, NK1.1, Ter119, B220), anti-CD11c, anti-MHC class II, anti-SIRPα and anti-Flt3 were used to stain pre-classical DCs. Anti-Lin (CD3, CD19, NK1.1, Ter119, B220), anti-c-Kit, anti-CD115, anti-CX3CR1, and anti-Flt3 were used to stain monocyte and dendritic cell progenitor (MDP). Anti-Lin (CD3, CD19, NK1.1, Ter119, B220), anti-c-Kit, anti-CD115, and anti-Flt3 were used to stain common DC progenitors. Antibody dilutions are listed in Supplementary Table. 7. All antibody labeling was performed at 4 °C for 20 min, followed by washing and centrifugation. Before flow cytometry analysis, cells were re-suspended in staining medium (BD, #554656) containing the viability dyes 7-aminoactinomycin D (7AAD) (BioLegend, #420404) to exclude dead cells during flow cytometry. Absolute counts by flow cytometry were performed using Precision Count Beads™ (BioLegend, #424902) according to the manufacturer’s instructions. Samples were run on LRS Fortessa or FACS Aria II flow cytometers. Data were analyzed using FACSDiva (BD Biosciences) or FlowJo (Tree Star) software. Representative FSC-SSC gates used in this study are shown in Supplementary Fig. 12.

### Flow cytometry sorting of bone marrow endothelial cells

Bone marrow endothelial cells (ECs) were stained by intravenous injection of 10 μg anti-VE-cadherin antibody (BD Biosciences, PE Rat Anti-Mouse CD144, #562243) 5-10 min before euthanizing the mice. Tibias and femurs were gently crushed using a mortar and pestle and then digested with DNase I (200 U/mL; ThermoFisher, # EN0521), Liberase^DL^ (250 mg/mL; Sigma, # 5401160001), type IV collagenase (1 mg/mL; ThermoFisher, # 17104019), and collagenase D (500 μg/mL; Sigma, # 11088858001) with agitation for 30 min at 37 °C. The cells were dissociated to a single-cell suspension by passing through a 25G needle several times and filtered with a 70-µm nylon mesh to generate a single-cell suspension. Cells were sorted in two successive rounds to ensure high purity using a FACS Aria II flow cytometer.

### Phos-tag^TM^ western blotting assay

For Phos-tag^TM^ western blot, 8% acrylamide gel was mixed with 50 μmol/L Phos-tag™ acrylamide (Fujifilm, #AAL-107) and 100 μmol/L ZnCl_2_ (Sigma, #229997). After sample separation on a Zn^2+^-Phos-tag SDS/PAGE gel, the gel was incubated with gentle agitation in transfer buffer supplemented with 1 mM EDTA, 3 times for 10 min each, followed by washing with transfer buffer without EDTA for another 10 min. Proteins were transferred to nitrocellulose membranes using a wet-tank method and analyzed by western blotting. Ptbp1, His, and β-actin signals were detected simultaneously using enhanced chemiluminescence (ECL) western blotting detection reagents (Thermo Fisher Scientific).

### In vitro kinase assays

Recombinant LKB1 kinase (100 ng) and/or PTBP1 (1ug) peptides were incubated in 50 mM Tris-HCL (pH 7.4) containing 1 mM DTT, 10 mM MgCl_2_ and 100 μM ATP for 30 min at 37 °C. The reaction mixture was supplemented with 20 µl 3× loading buffer (Fisher scientific, #NC9566545) to terminate the reaction, boiled for 10 min at 99 °C, and proteins were separated by Phos-tag^TM^ SDS-PAGE.

### RNA-protein pull-down assay

Human umbilical vein endothelial cells (HUVECs) were transfected with siRNA targeting *Stk11* (Santa Cruz, # sc-35817, 10 nM) and RNAiMAX (Invitrogen, # 13778030) at a ratio of 4:1 or treated with peptide nucleic acids (PNAs, 100 nM) (synthesis by PNA Bio). Cells were then harvested in lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40, with protease inhibitor cocktail (Sigma, # S8820) and RNase inhibitor (Sigam, # 3335399001) added immediately before use. To capture total mRNA-protein complexes, pre-washed oligo-dT magnetic beads (New England Biolabs, #S1419S) were added to cell lysates and incubated overnight at 4 °C. After washing the beads three times with washing buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl), binding proteins were eluted with protein denaturing buffer (375 mM Tris-HCl, pH 6.8, 9% SDS, 50% glycerol, 9 % β-mercaptoethanol, and 0.03% bromophenol blue). The enrichment of RNA-binding proteins was analyzed by immunoblotting.

### Primary cell culture

Bone marrow cells were collected as described above. Cells (1 × 10^5^) were plated in Iscove’s Modified Dulbecco’s Medium (IMDM) (ATCC® 30-2005) supplemented with 20 ng/ml granulocyte-macrophage colony-stimulating factor (GM-CSF) (Peprotech, #315-03), and 1× penicillin/streptomycin in 6-well plates. Sorted MDP or common DC precursor cells were co-cultured with AFT024 (ATCC^®^ SCRC-1007^™^) stromal cells, plated in IMDM supplemented with 20 ng/ml GM-CSF and 1× penicillin/streptomycin in 6-well plates. Cells were incubated in a humidified atmosphere of 5% CO_2_ at 37 °C. Colonies were counted after staining with Giemsa (Sigma, #G5637) using an inverted microscope (Olympus, Tokyo, Japan).

### Histological analysis

Mouse tumor, femurs, spleen, and lymph node were dissected and cleaned, followed by fixation in 10% formalin and paraffin embedding. Femurs were decalcified in Decalcifying Solution-Lite (Sigma, #D0818). For morphological analyses, tissue sections (4-μm) were prepared and stained with hematoxylin and eosin (H&E). The histological features of the tissues were observed and images captured using a light microscope (Olympus, Tokyo, Japan).

### Immunofluorescence analysis

Snap-frozen mouse tissues were embedded in Optimal Cutting Temperature compound (OCT) and 8-μm sections were prepared. For immunofluorescent staining, tissue sections were incubated with antibodies against Von Willebrand factor (vWF) or Lkb1 and DAPI Staining Solution, followed by incubation with secondary antibody. Antibody dilutions are listed in Supplementary Table. 7. All sections were imaged with identical exposure settings, and the images were quantified using Image-Pro Plus 6.0 software. Quantification of the positive signal in regions of interest was performed as described above.

### Immunohistochemical staining

The immunohistochemical staining of paraffin-embedded tissue sections was completed as described above. Following heat-induced antigen retrieval and incubation with blocking buffer (DAKO), tissue sections were incubated with antibodies against Lkb1 or CD61. Antibody dilutions are listed in Supplementary Table. 7. The tissues were then incubated sequentially with labeled horseradish peroxidase (Dako Real EnVision-HRP, Rabbit-Mouse, #K4063), 3,3’ diaminobenzidine (DAB; Dako, #K4061), and hematoxylin (Sigma, St. Louis, MO). Positive and negative controls were included in each experiment. Tissue sections were mounted and visualized with an Olympus BX53 microscope. Images were captured and quantified with Image-Pro Plus 6.0 software, as described above.

### Enzyme-linked immunosorbent assay (ELISA)

Serum was obtained from peripheral blood after centrifugation. Scf levels in mouse serum or cell culture medium were determined using an ELISA kit (Abcam, #ab100740) according to the manufacturer’s instructions.

### Reverse transcription-polymerase chain reaction (RT-PCR) and quantitative PCR (qPCR)

Total mRNA was isolated using TRIzol reagent (Invitrogen, #15596018) and reverse-transcribed using the cDNA synthesis kit (Promega, #A5001) according to the manufacturer’s instructions. RT-PCR was performed using SYBR green on a C1000 Touch™ Thermal Cycler (Bio-Rad). PCR was performed using *AccuPower*® HotStart PCR PreMix from Bioneer on an S1000™ Thermal Cycler (Bio-Rad). Primers are listed in Supplementary Table 5. Sample RNA levels were normalized to that of *Gapdh*. Calculations were performed by the comparative method 2^−∆∆CT^.

### RNA sequencing and data processing

Total RNA was extracted from endothelial cells isolated from 8 to 12-week-old mice using TRIzol (Invitrogen, USA), followed by sequencing at LC Science (Houston, TX). High-quality reads were aligned to Mus GRCm38 genome by HISAT2. The expression levels of each gene were normalized to fragments per kilobase million (FKPM) reads. Paired differential gene expression analyses were performed using String Tie by addition of fold change >2 and *P*-value < 0.05. GO or KEGG enrichment analyses of differential genes were performed using Ballgown R package.

### Western blotting analysis

Cell and tissue extracts were separated by SDS-PAGE and transferred onto a nitrocellulose membrane. The membrane was then sequentially incubated with primary and secondary antibodies. Antibody dilutions are listed in Supplementary Table. 7. Protein signals were detected using enhanced chemiluminescence (ECL) western blotting detection reagents (Thermo Fisher Scientific).

### siRNA transfection

siRNAs targeting *Ptbp1* (sc-38280), *Sfpq* (sc-38304), *Hnrnpa1* (sc-270345), *Hur* (sc-35619), *Lkb*1 (sc-35816), and *control* siRNA (sc-37007) were obtained from Santa Cruz Biotechnology. The siRNA transfections were completed using the manufacturer’s protocol.

### Plasmid construction and transfection

*Ptbp1* cDNA clone (pQE30, Ptbp1 isoform1) was purchased from Addgene (#108591). Phosphorylation mutant T138A and phosphomimetic mutant T138E were generated using a QuikChange II site-directed mutagenesis kit (Agilent, # 200523) according to the manufacturer’s instructions. Primers used for point mutation are listed in Supplementary Table 6. All mutations were verified by DNA sequencing.

### Adeno-associated virus (AAV) constructs

The AAV delivery system was used to overexpress soluble *Scf*-aequorea coerulescens GFP (ac*GFP*) or *Ptbp1*^*T138E*^-ac*GFP* or ac*GFP* in mouse. We first amplified the CMV-acGFP cassette from pCMV6-AC-GFP (Origene, #PS100010) and cloned it into pAAV.CMV.PI.GFP.WPRE.bGH (Addgene, #105530) by replacing the CMV-chimeric intron-EGFP following digestion with NheI and HindIII. Then we cloned EC-specific promoter of *Flt-1* (2748 to 284) into this construct by replacing CMV promoter with NheI and SalI restriction enzymes according to a previous report^48^ to create the construct pAAV*-*Flt1-acGFP. The open reading frame (ORF) encoding soluble *Scf* or *Ptbp1*, without a stop codon, was cloned into pAAV*-*Flt1-acGFP following digestion with SalI and MluI to create pAAV*-*Flt1-sScf-acGFP or pAAV*-*Flt1-Ptbp1-acGFP, respectively. Vector pAAV*-*Flt1-acGFP served as a control. The AAV2 vector was generated by transfecting HEK293T cells with three plasmids (pAAV*-*Flt1-derived plasmid, AAV2 rep and cap genes plasmid, and the pAd helper plasmid). Titers of vector DNA were measured by quantitative PCR with vector-specific primers. Mice were injected with 100 μl virus containing 10^11^ AAV2 vector genomes via the tail vein.

### Statistical analyses

Data were analyzed with SPSS version 18.0 (IBM). All values are expressed as the mean ± standard error of the mean (SEM) unless otherwise stated. All experiments were performed at least three times unless otherwise stated.

When assessing the variance within two groups, the *F*-test was used. In the results describing more than two groups, the Brown-Forsythe test was applied to analyze the equal variance assumption. The Shapiro–Wilk test was performed to assess data normality. When analyzing the difference between the two groups, Student’s *t*-test with a two-tailed distribution was performed when the assumptions (equal variance and normal distribution) were satisfied. The nonparametric Mann–Whitney *U* test was applied to analyze the difference between two groups when the assumptions of equal variance and normally distributed data were not met. *P* < 0.05 was considered statistically significant unless otherwise stated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Reporting Summary

## Data Availability

The RNAseq data is available in the Gene Expression Omnibus (GEO) database under accession code GSE184630 and GSE184631. All relevant data are provided as a Source data file, or available within the article and its Supplementary information files or upon request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Endothelial cell-specific expression of serine/threonine kinase 11 modulates dendritic cell differentiation
**Source:** Nat Commun. 2022 Feb 3;13:648. doi: 10.1038/s41467-022-28316-6
**Supplement:** Supplementary file 1 — Supplementary Information

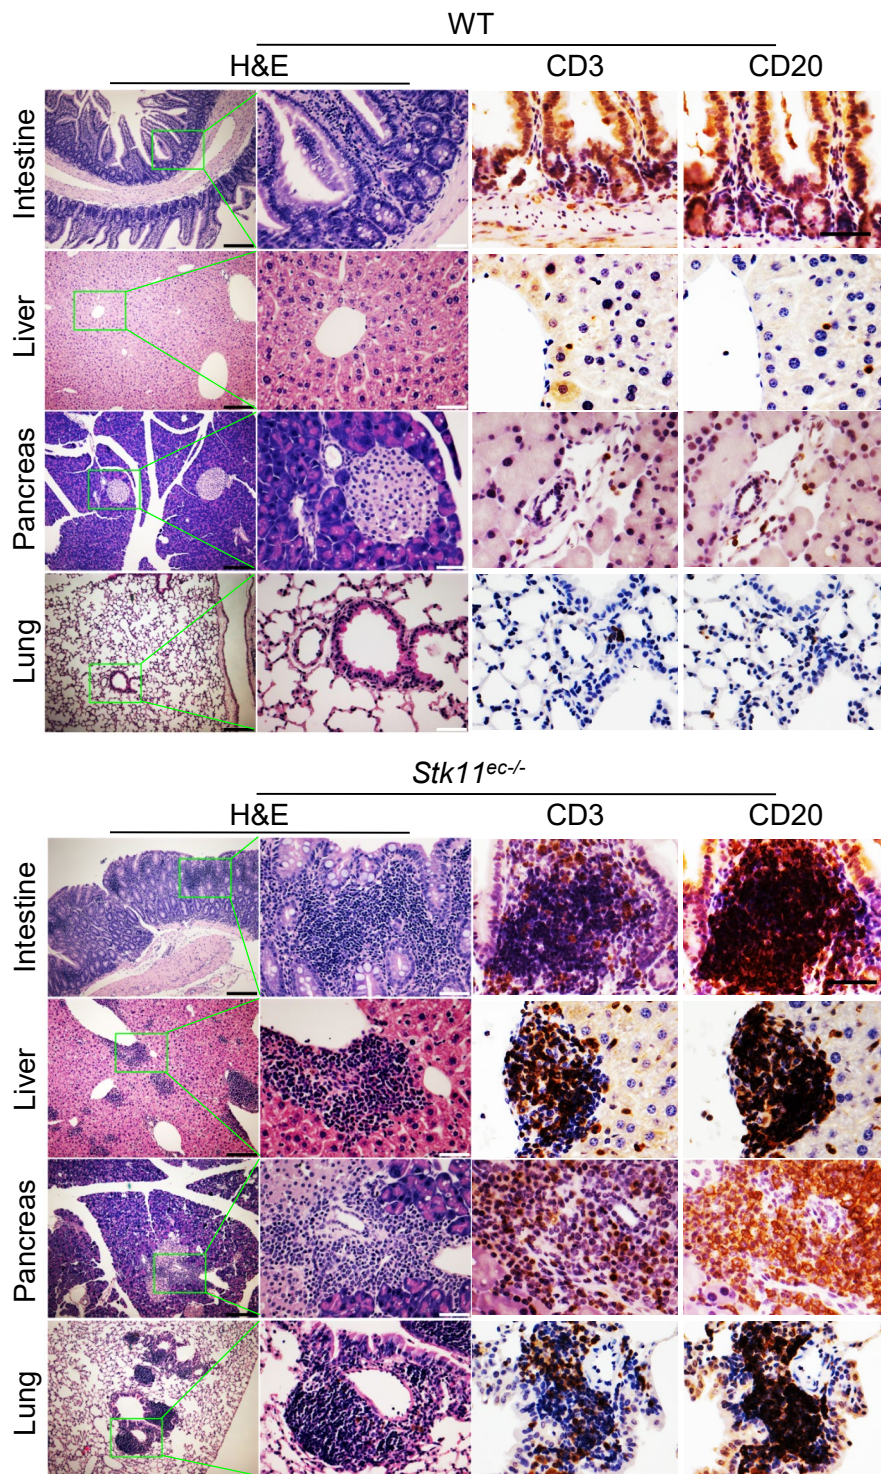

Supplementary Figure 1. *Stk11^{ec/-}* mice exhibit disorganized immune activation. Representative images of hematoxylin and eosin (H&E)/ CD3 /CD20-stained intestine, liver, pancreas, and lung sections. Scale bar: (Black) 200 μ m, (White) 50 μ m. Images are representative of three independent.

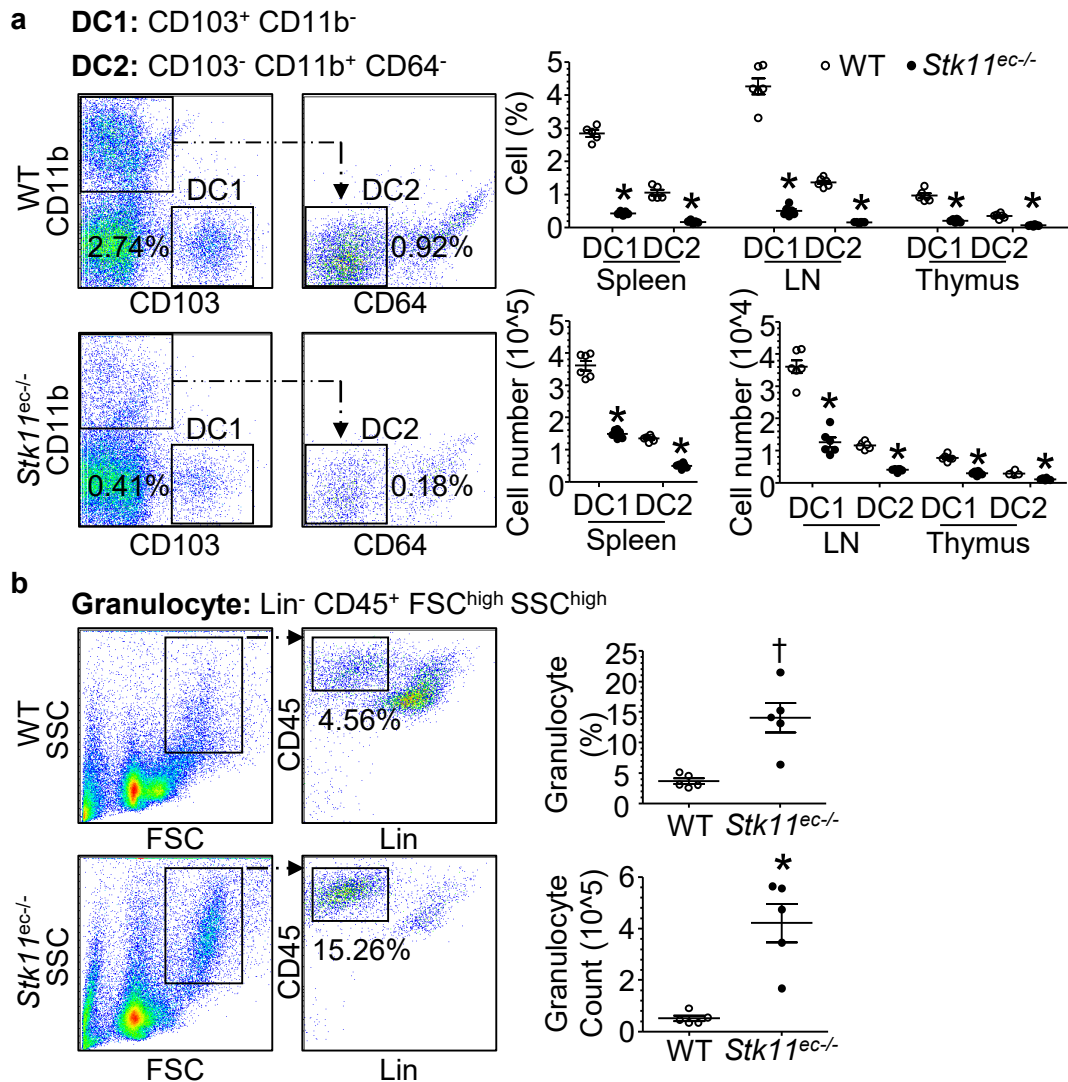

Supplementary Figure 2. *Stk11^{ec/-}* mice exhibit a myeloid proliferative disorder with depressed DCs. (a) Flow cytometry analysis of spleen, lymph node (LN), and thymus cells isolated from WT or *Stk11^{ec/-}* mice and stained for CD103, CD11b, and CD64. DC1 were defined as CD103⁺ CD11b⁻ and DC2 were defined as CD103⁻ CD11b⁺ CD64⁻. Bar graph summarizes DC1 and DC2 numbers (12-weeks-old, mixed-gender, n=5-6 each group). *P<0.001 versus WT by nonparametric Mann-Whitney U test (two-sided). (b) Flow cytometry analysis of spleen cells isolated from WT or *Stk11^{ec/-}* mice and stained for Lin (CD3, CD19, CD49b), and CD45. Granulocyte were defined as Lin⁻ CD45⁺ FSC^{high} SSC^{high}. Bar graph summarizes granulocyte number in mouse spleen (12-weeks-old, mixed-gender, n=5 each group). †*P*=0.001; *P<0.001 versus WT by nonparametric Mann-Whitney U test (two-sided).

a HSC: Lin⁻ cKit^{hi} Sca1⁺ CD150⁺ CD48⁻ CD41⁻

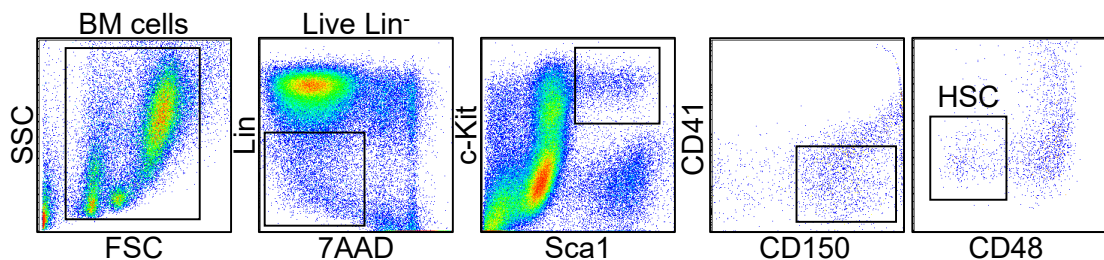

b LMPP: Lin⁻ Sca-1⁺ CD34⁺ Flt3^{hi} CD150⁻ IL-7Rα⁻

MPP: Lin⁻ c-Kit^{hi} Sca-1⁺ CD150⁻ CD34⁺ Flt3^{low}

CMP: Lin⁻ c-Kit⁺ Sca-1⁻ CD34⁺ IL-7Rα⁻ CD16/32⁻

GMP: Lin⁻ c-Kit⁺ Sca-1⁻ CD34⁺ IL-7Rα⁻ CD16/32⁺

CLP: Lin⁻ IL-7Rα⁺ c-Kit⁺ Sca-1⁺

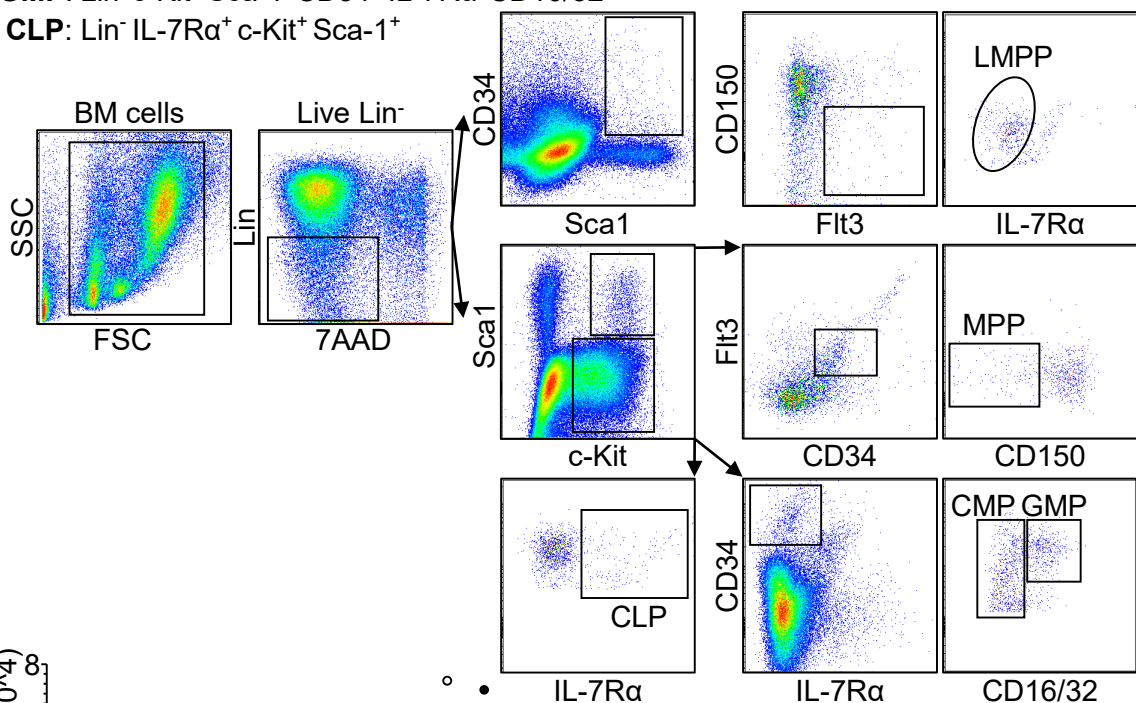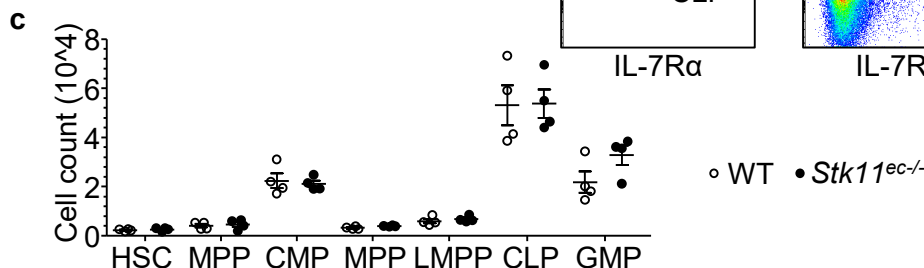

Supplementary Figure 3. Hematopoietic stem cells (HSCs) and hematopoietic progenitor cells (HPCs) count in bone marrow of WT or *Stk11^{ec/-}* mice. (a) Flow cytometric analysis of bone marrow cells isolated from WT or *Stk11^{ec/-}* mice and stained for Lin (CD3, CD14, CD16, CD19, CD20, CD56), c-Kit, Sca1, CD150, CD48, and CD41. Hematopoietic stem cells (HSCs) were defined as Lin⁻ c-Kit^{hi} Sca1⁺ CD150⁺ CD48⁻ CD41⁻. (b) Flow cytometric analysis of bone marrow cells isolated from WT or *Stk11^{ec/-}* mice and stained for Lin (CD3, CD14, CD16, CD19, CD20, CD56), c-Kit, Sca1, CD34, Flt3, CD150, IL-7Rα and CD16/32. Lymphoid-primed multipotent progenitors (LMPPs) were defined as Lin⁻ Sca-1⁺ CD34⁺ Flt3^{hi} CD150⁻ IL-7Rα⁻; Multipotent progenitors (MPPs) were defined as Lin⁻ c-Kit^{hi} Sca-1⁺ CD150⁻ CD34⁺ Flt3^{low}; Common myeloid progenitors (CMP) were defined as Lin⁻ c-Kit⁺ Sca-1⁻ CD34⁺ IL-7Rα⁻ CD16/32⁻; Granulocyte-monocyte progenitors (GMP) were defined as Lin⁻ c-Kit⁺ Sca-1⁻ CD34⁺ IL-7Rα⁻ CD16/32⁺; Common lymphoid progenitors (CLP) were defined as Lin⁻ IL-7Rα⁺ c-Kit⁺ Sca-1⁺. (c) Bar graph summarizes cell number of HSC, MPP, LMPP, CLP, CMP, and GMP (12-weeks-old, mixed-gender, n=4 each group).

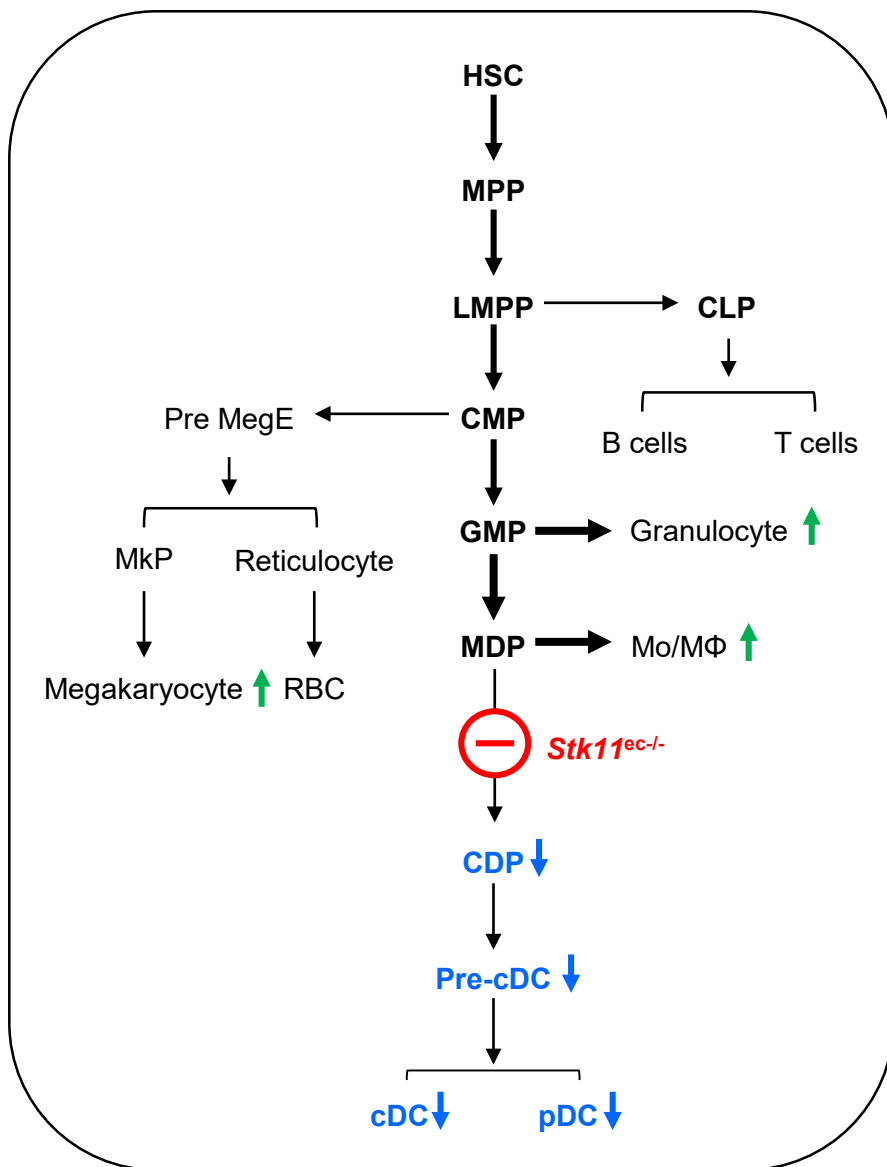

Supplementary Figure 4. Summarized information on hematopoietic-immune cells of *Stk11^{ec-/-}* mice. HSC: hematopoietic stem cell; MPP: multipotent progenitor; LMPP: lymphoid-primed multipotent progenitor; CMP: common myeloid progenitor; CLP: common lymphoid progenitor; GMP: granulocyte-monocyte progenitor; MDP: macrophage and DC precursor; CDP: common DC precursor; pre-cDC: committed precursors of cDC; cDC: classical spleen DC; pDC: plasmacytoid DC; Pre MegE: precursor of megakaryocytes and erythrocytes; MkP: megakaryocyte precursor; RBC: red blood cell.

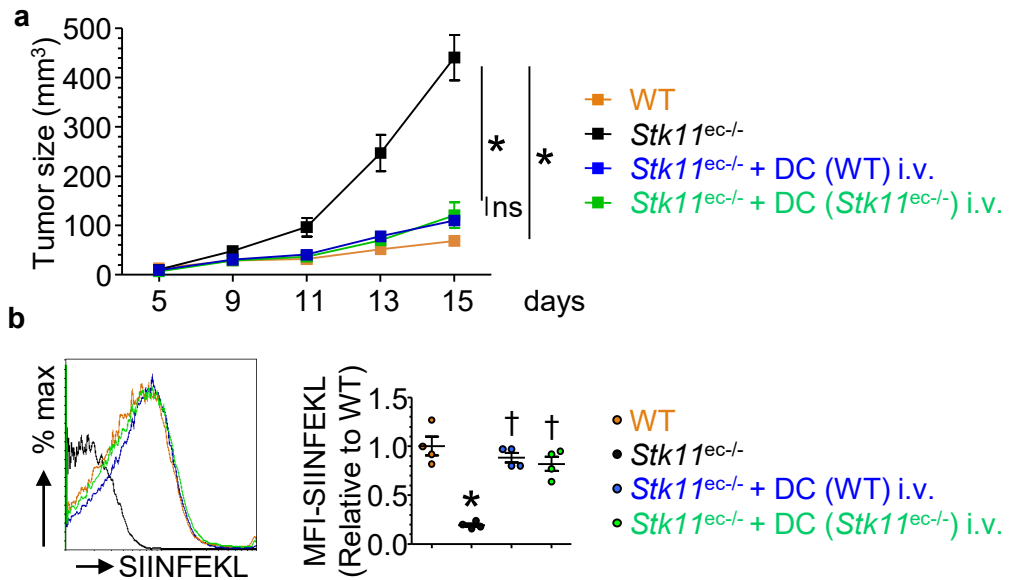

Supplementary Figure 5. Terminal differentiated DC function in *Stk11*^{ec/-} mice. (a) DCs (10⁶) isolated from WT or *Stk11*^{ec/-} mice were tail vein injected into *Stk11*^{ec/-} mice 48 hours before subcutaneous injection of 10⁵ B16-F10 mouse melanoma cells. Tumor size was monitored over time. *P<0.05. (b) OVA epitope (SIINFEKL) complexes were examined in tumor-draining lymph nodes by flow cytometry. *P<0.001 versus WT and †*P*<0.05 versus *Stk11*^{ec/-} by nonparametric Mann-Whitney U test (two-sided).

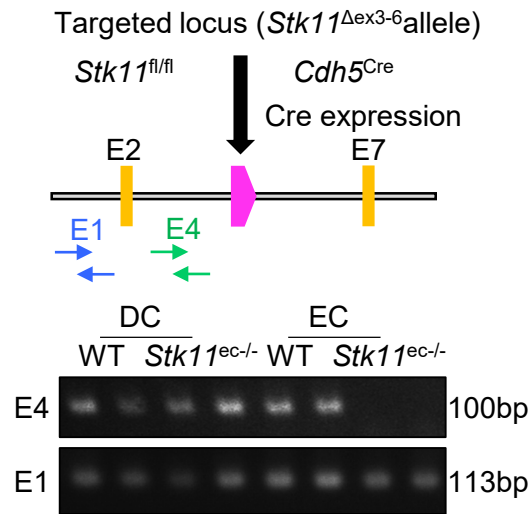

Supplementary Figure 6. Genotyping on ECs and DCs isolated from WT or *Stk11*^{ec/-} mice. Bone marrow ECs or spleen DCs were isolated from WT or *Stk11*^{ec/-} mice, subjected for PCR using primers targeting *Stk11* exon 1 or exon 4. Blots are representative of three independent experiments.

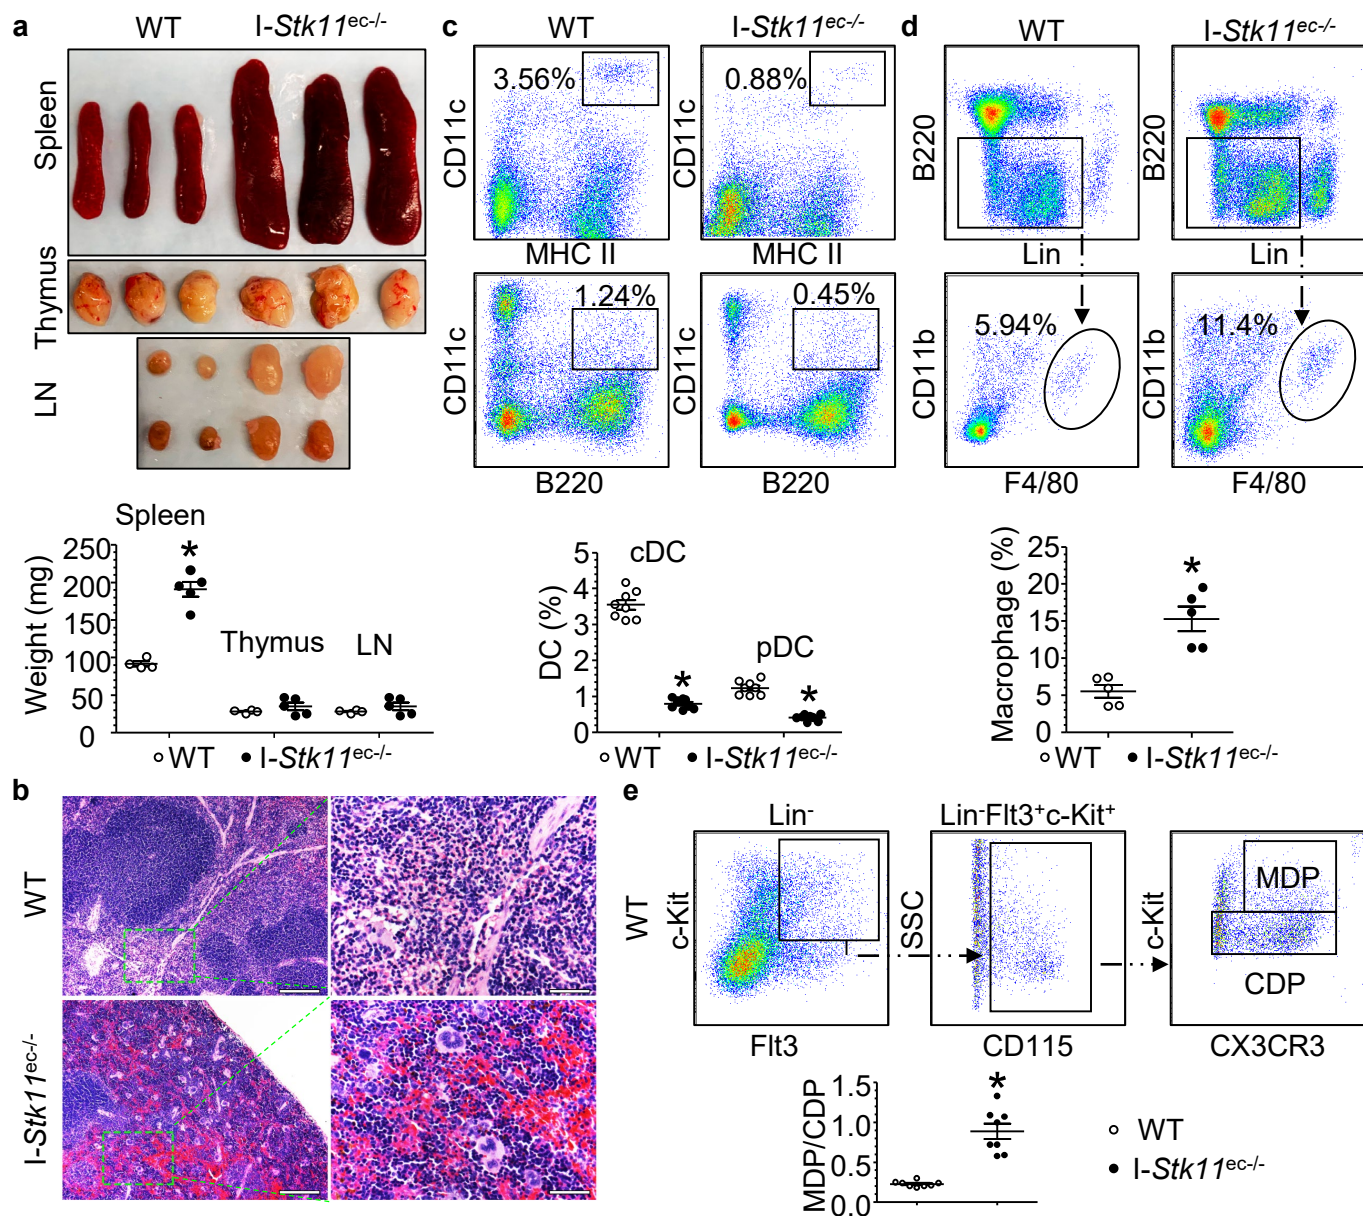

Supplementary Figure 7. Phenotypes of mice with EC-*Stk11* deletion at the age of 12 weeks. (a) Tamoxifen-inducible *Stk11*^{ec/-} mice were generated by cross-breeding *Stk11*^{fl/fl} mice with VECad-Cre^{ERT2} mice and treated with tamoxifen at the age of 12 weeks. Representative images of spleen, thymus, and lymph node and quantification of organ weights of WT or inducible *Stk11*^{ec/-} mice (mixed-gender, n=4-5 each group). *P<0.001 versus WT by nonparametric Mann-Whitney U test (two-sided). (b) Representative images of H&E-stained spleen of WT or inducible *Stk11*^{ec/-} mice. Scale bar: (left) 200 μ m, (right) 50 μ m. (c-e) Flow cytometric analysis of cells isolated from WT or inducible *Stk11*^{ec/-} mice. Bar graph summarizes frequency of spleen cDCs, pDCs, macrophages, and bone marrow MDP/CDP ratio (mixed-gender, n=5-8 each group). *P<0.001 versus WT by nonparametric Mann-Whitney U test (two-sided).

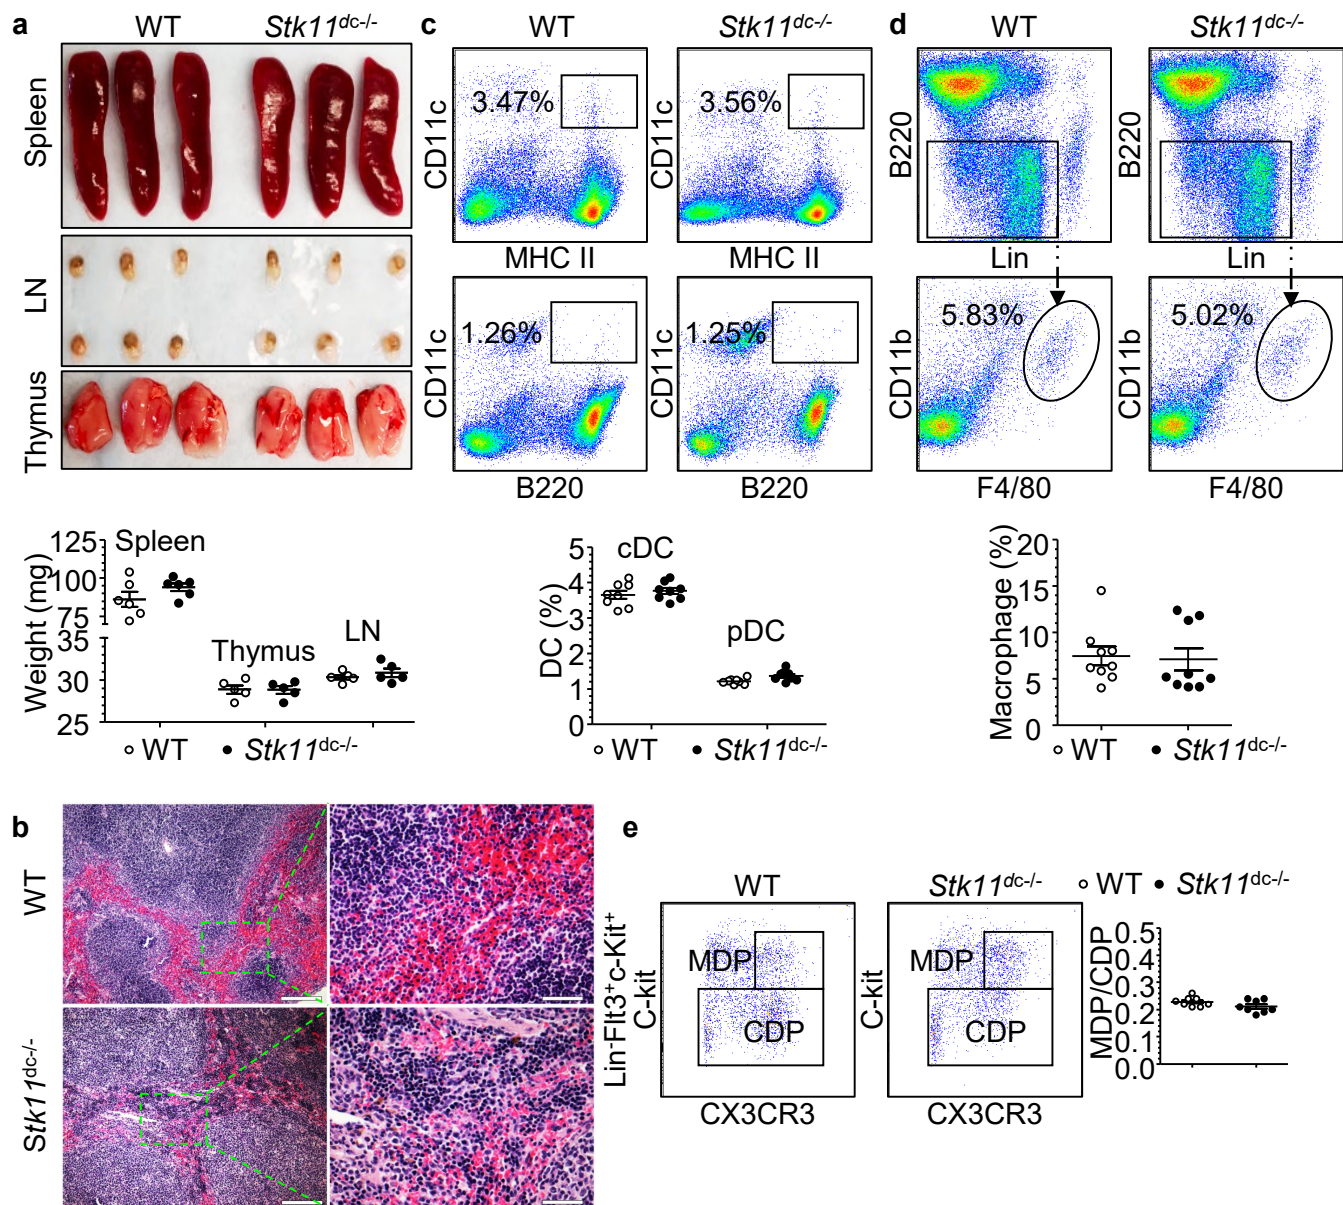

Supplementary Figure 8. DC-specific *Stk11* deleted mice (*Stk11^{dc-/-}*) show no difference on DC differentiation. (a) Representative spleen, lymph node (LN) and thymus images and quantification of spleen, LN and thymus weight of WT or *Stk11^{dc-/-}* mice (12-weeks-old, mixed-gender, n=5-6 each group). (b) Representative images of H&E-stained spleen of WT or *Stk11^{dc-/-}* mice. Scale bar: (left) 200 μ m, (right) 50 μ m. (c-e) Flow cytometry analysis of cells isolated from WT or *Stk11^{dc-/-}* mice. Bar graph summarizes the frequency of spleen cDCs, pDCs, and macrophages, and bone marrow MDP/CDP ratio (12-weeks-old, mixed-gender, n=8-9 each group).

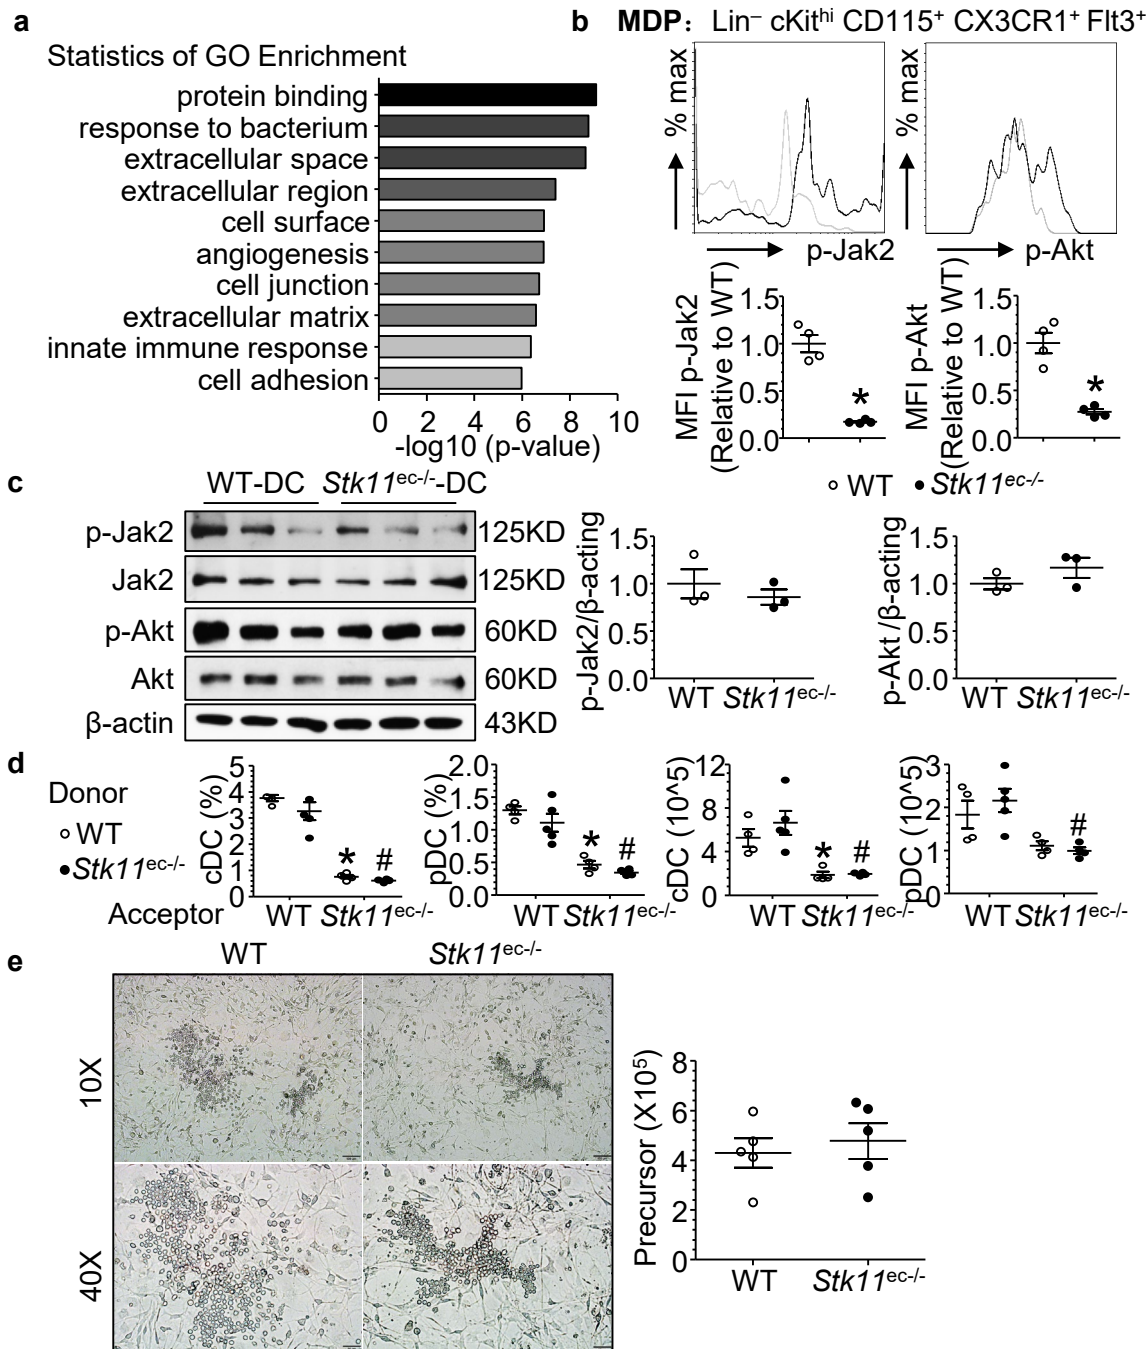

Supplementary Figure 9. Endothelial *Stk11* is non-cell-autonomous required for DC differentiation. (a) Gene ontology (GO) analysis of the identified differentially expressed genes between primary ECs from WT or *Stk11*^{ec/-} mice. The ten most significantly enriched pathways ($P < 0.05$ by Fisher's exact test) were shown. (b) Flow cytometry analysis of bone marrow cells isolated from WT or *Stk11*^{ec/-} mice and stained for Lin (CD3, CD19, Ter119, NK1.1, B220), CD11c, MHC II, SIRP- α , Flt3, and p-Jak2 (Tyr1007/1008) or p-Akt (Ser473). Bar graph summarizes mean fluorescence intensity (MFI) of Jak2 (Tyr1007/1008) or Akt (Ser473) in MDP from WT or *Stk11*^{ec/-} mice. * $P < 0.001$ versus WT by Student's *t*-test (two-sided). (c) Lysates of primary splenic DCs from WT or *Stk11*^{ec/-} mice were analyzed by western blotting for p-Jak2 (Tyr1007/1008), Jak2, p-Akt (Ser473), and Akt. (d) Irradiated WT or *Stk11*^{ec/-} mice were transplanted with bone marrows from WT or *Stk11*^{ec/-} mice. Flow cytometry analysis of spleen cells isolated from chimera mice and stained for CD11c and MHC II or CD11c and B220. Bar graph summarizes cell number of cDC and pDC in spleens ($n = 4-5$ each group). * $P < 0.01$ versus WT and # $P < 0.01$ versus *Stk11*^{ec/-} by nonparametric Mann-Whitney U test (two-sided). (e) Monocyte-dendritic cell progenitor cells (MDPs) were isolated from WT or *Stk11*^{ec/-} mice and co-cultured with AFT024 feeder cells in presence of GM-CSF (20 ng/ml) for 6 days. DC precursors were harvested from each dish by collecting loosely adherent cells. Scale bar: 100 μm .

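Interferon-stimulated genes were lower as a set in *Stk11* ec-/- libraries at camera's preset correlation. Passing sets do not mark out genotype here, as all 10 splits of the 6 libraries into 3 and 3 gave at least 7 lists. The real split gave 7. Of 42 tested interferon-stimulated genes, 38 had a negative log2 fold change and the median was −1.53 (limma's camera, adjusted p = 1.33e-05), with an adjusted p = 0.861 with an estimated correlation. By edgeR, 0 passed at an adjusted p under 0.05 and 0 when adjusted over the list alone, 9 were lower at an unadjusted p under 0.05, and DESeq2 called 1 lower and limma 0. *Irf7*, a transcription factor of the interferon response, was at 3.59 ± 1.05 CPM (SD, n = 3) in *Stk11* ec-/- libraries and at 24.9 ± 20.9 CPM (SD, n = 3) in WT libraries, with a log2 fold change of −2.79 (SE 0.94, adjusted p = 0.662 from edgeR). *Zbp1*, a sensor of foreign nucleic acid, had −4.78 (SE 1.68, adjusted p = 0.662 from edgeR). The summed level of the list was 670, 325 and 733 CPM in *Stk11* ec-/- replicates 1, 2 and 3, and 2361, 2221 and 291 CPM in WT replicates 1, 2 and 3. Summed inflammatory mediators were at 3293, 1533 and 2164 CPM and at 7682, 5041 and 1369 CPM in the same order, and as a set (35 tested) they did not pass (limma's camera, adjusted p = 0.412). In that order, *Lcn2*, an acute phase protein, was at 443, 121 and 71.9 CPM and at 4056, 1349 and 53.7 CPM, *Krt18*, an epithelial keratin, at 29.7, 7.26 and 0.171 CPM and at 69.8, 103 and 2.13 CPM, the mesothelial *Msln* at 434, 56.5 and 279 CPM and at 570, 1646 and 104 CPM, and the mesothelial *Upk3b* at 1.81, 1.36 and 191 CPM and at 1.85, 2.55 and 0 CPM, all named after their values were seen. Of 10 tested mesothelial genes, summed at 789, 189 and 2180 CPM and at 1403, 2381 and 159 CPM, 8 had a positive log2 fold change, and as a set they did not pass (limma's camera, adjusted p = 0.0986), except with DESeq2 (adjusted p = 0.0269) and without *Stk11* ec-/- replicate 1 (adjusted p = 0.0181) or 2 (adjusted p = 0.00943), with a median of 2.28 that was 0.18 without *Stk11* ec-/- replicate 3. Without WT replicate 1 the interferon-stimulated set did not pass (adjusted p = 0.171).

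Genes expressed across endothelial cells were higher as a set at the preset correlation, with the same limit from the splits. Of 28 tested, 22 had a positive log2 fold change and the median was 1.51 (limma's camera, adjusted p = 3.13e-04), with an adjusted p = 0.861 with an estimated correlation. By edgeR, 0 passed at an adjusted p under 0.05 and 0 when adjusted over the list alone, 6 were higher at an unadjusted p under 0.05, and DESeq2 called 2 higher and limma 0. *Kdr*, a receptor of vascular endothelial growth factor, was at 92.7 ± 126 CPM (SD, n = 3) in *Stk11* ec-/- libraries and at 7.65 ± 7.95 CPM (SD, n = 3) in WT libraries, and its log2 fold change of 3.59 was 1.41 without *Stk11* ec-/- replicate 2. The summed level was 1913, 3909 and 609 CPM in *Stk11* ec-/- replicates 1, 2 and 3, and 1314, 820 and 499 CPM in WT replicates 1, 2 and 3, and the set did not pass without *Stk11* ec-/- replicate 2 (adjusted p = 0.201). In the same order, 45 summed markers of fibroblasts, pericytes and smooth muscle were at 6265, 4810 and 27005 CPM and at 9851, 7588 and 21106 CPM. Genes of lymphatic ECs (11 tested, adjusted p = 0.00107) and of sinusoidal ECs (12 tested, adjusted p = 0.0349) also rose as sets by limma's camera, with an adjusted p = 0.837 for each with an estimated correlation. Summed lymphatic genes were at 470, 1676 and 402 CPM in *Stk11* ec-/- replicates 1, 2 and 3 and at 383, 126 and 278 CPM in WT replicates 1, 2 and 3, and summed sinusoidal genes at 1766, 3104 and 1383 CPM and at 3483, 1213 and 776 CPM, highest in WT replicate 1. The medians were 2.61 and 1.48, and the examples with the smallest p were *Pdpn* (log2 fold change 2.19, SE 0.72) and *Gpr182* (log2 fold change 2.04, SE 0.61). *Pdpn* alone held 195 of the 402 CPM of the lymphatic sum in *Stk11* ec-/- replicate 3. That library had the highest summed fibroblast markers, so *Pdpn* may not stand for lymphatic ECs there. Without *Stk11* ec-/- replicate 2 neither set passed (adjusted p = 0.201 and 0.299), and without WT replicate 2 sinusoidal ECs did not (adjusted p = 0.0733). Sinusoidal genes did not pass with the replicate number as a block either. Pan-endothelial and lymphatic genes did not pass with limma on log2(FPKM + 0.1) (adjusted p = 0.0539 for each) or with limma with no trend (adjusted p = 0.0584 for each), and sinusoidal genes passed in no limma fit on FPKM (adjusted p from 0.245 to 0.431) and not with a mean FPKM of at least 5 (adjusted p = 0.275).

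Of the GO term response to bacterium, 7 of 72 tested genes were at the paper's thresholds where 1.81 were expected (odds ratio 4.25, p = 0.00216, adjusted p = 0.353, one-sided Fisher's exact test). They included *Hmcn1*, a matrix protein, at a log2 fold change of 2.63, *Hp*, haptoglobin, at −4.32 and *Mt2*, a metallothionein, at −1.92. Of extracellular matrix, 8 of 148 were at these thresholds (odds ratio 2.25, p = 0.0334, the same exact test), among them *Tsku*, a secreted proteoglycan, at −1.48. Of cell surface it was 8 of 197 (odds ratio 1.66, p = 0.124, the same exact test), among them *Nt5e*, an ectonucleotidase, at −2.23 and *Vamp4* at 1.86. Of cell junction it was 14 of 469 (odds ratio 1.20, p = 0.293, the same exact test), among them *Gria4* at 2.74 and *Frmd4b* at 2.59. Of innate immune response it was 6 of 160 (odds ratio 1.52, p = 0.216, the same exact test), among them *Oasl1* at −3.00 and *Serinc5* at 1.23. Of angiogenesis it was 4 of 95 (odds ratio 1.71, p = 0.217, the same exact test), which were *Rspo3*, a Wnt agonist, at −2.15, *Mmrn2* at 2.77, *Emcn* at 2.68 and *Tie1*, an endothelial receptor kinase, at 2.47. *Mmrn2* was at 1.06, *Tie1* at 0.61 and *Serinc5* at 0.57 without *Stk11* ec-/- replicate 2, and without WT replicate 1 *Rspo3* was at −1.27. The members named here had an adjusted p from 0.197 to 0.669 by edgeR. By the exact test, response to bacterium passed at an adjusted p under 0.05 without WT replicate 3 (adjusted p = 1.18e-04) and with no filter on low counts (adjusted p = 0.00276), and cell surface passed without *Stk11* ec-/- replicate 1 (adjusted p = 0.0487) and without WT replicate 3 (adjusted p = 7.42e-04).

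**Figure D2:**
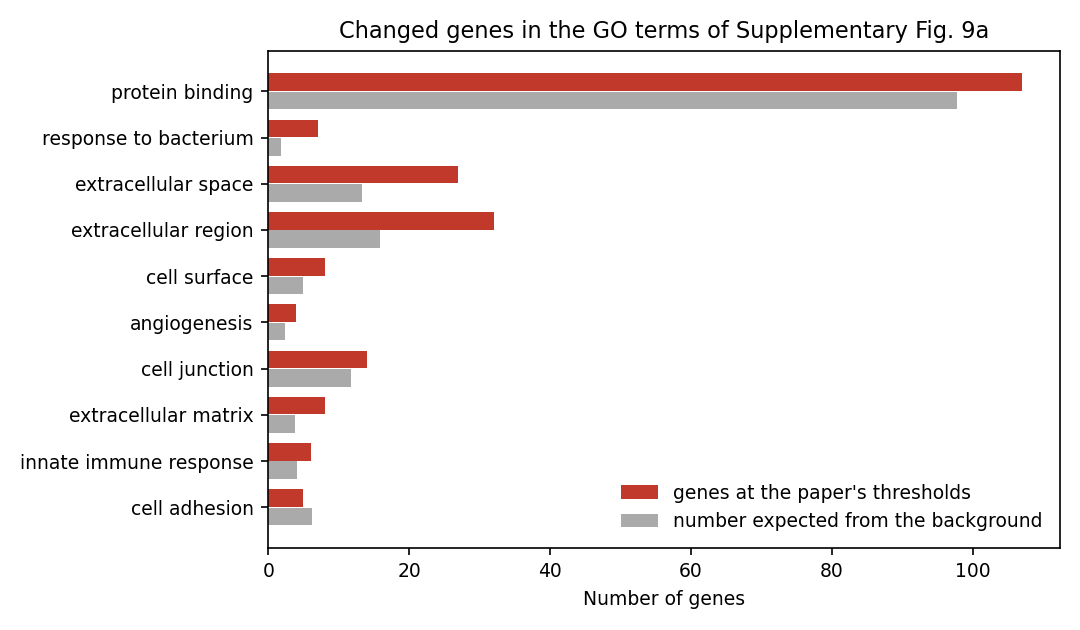
Number of genes at the paper's thresholds in each GO term of Supplementary Fig. 9a (red bars) beside the number expected from all tested genes with a GO term (grey bars), on a linear axis from 0. Protein binding has 107 genes against 97.8 expected, and cell adhesion, with 5 against 6.19, is the term whose red bar is the shorter.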

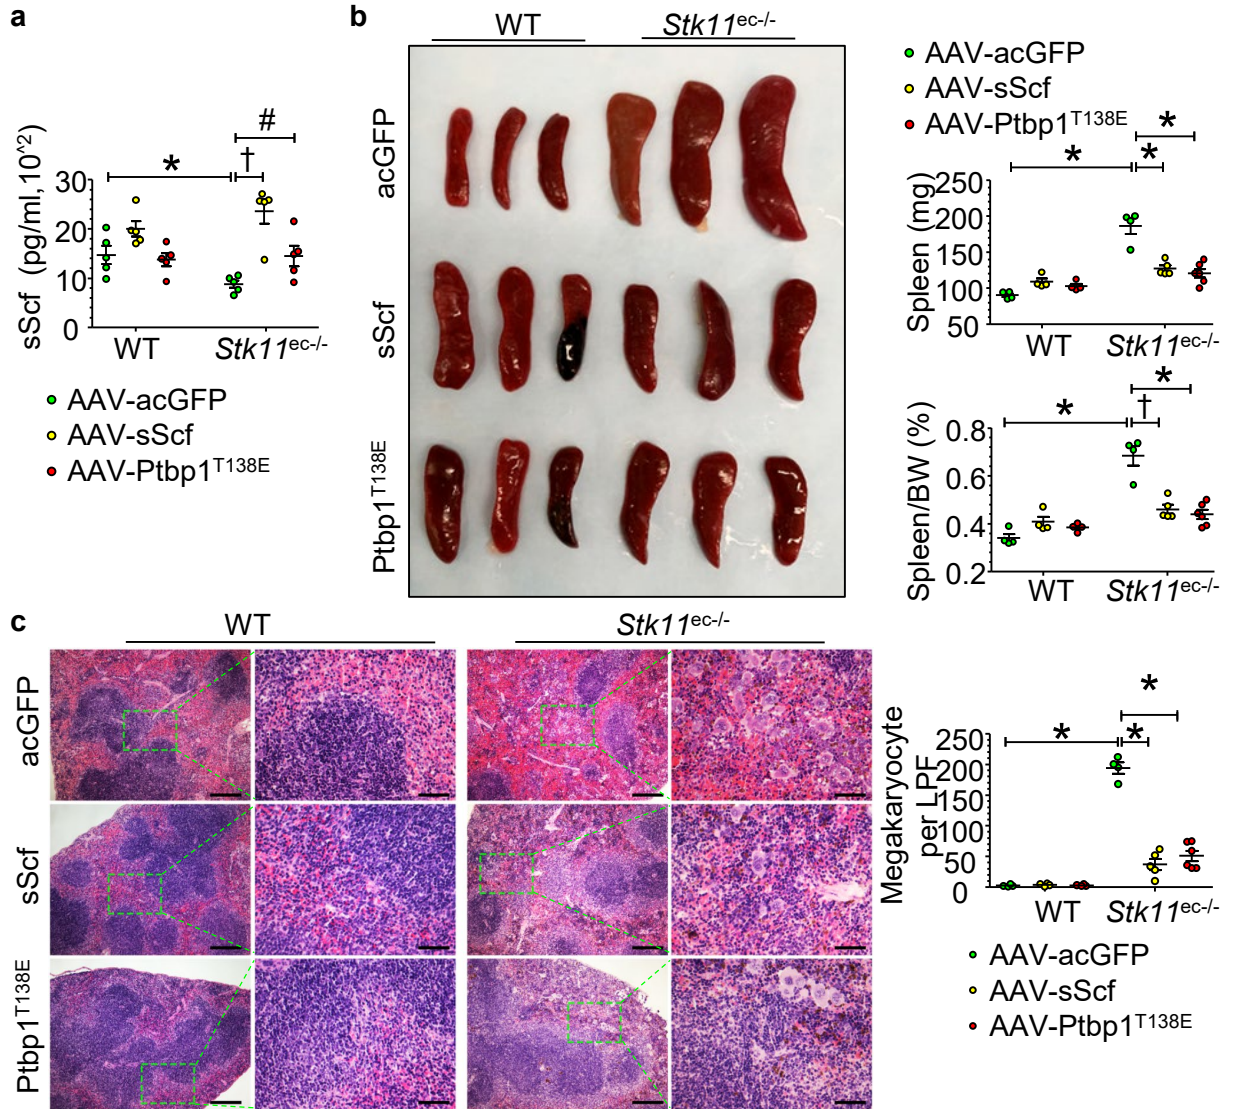

Supplementary Figure 10. Spleen size and structure of AAV-acGFP or AAV-sScf or AAV-Ptbp1^{T138E} treated mice. (a) ELISA analysis on serum Scf level from WT or *Stk11^{ec/-}* mice treated with AAV-acGFP or AAV-sScf or AAV-Ptbp1^{T138E}. * $P=0.02$; † $P=0.004$; # $P=0.03$ by nonparametric Mann-Whitney U test (two-sided). (b) Representative images and quantification of spleen size and weight from WT or *Stk11^{ec/-}* mice transduced with either AAV-acGFP or AAV-sScf or AAV-Ptbp1^{T138E} ($n=4-6$ each group). * $P<0.001$; † $P=0.001$ by nonparametric Mann-Whitney U test (two-sided). (c) Representative H&E-stained images of spleen of WT or *Stk11^{ec/-}* mice transduced with either AAV-acGFP, AAV-sScf, or AAV-Ptbp1^{T138E}. Scale bar: (left) 200 μm , (right) 50 μm . Bar graph summarizes the number of megakaryocytes per low power field (per LPF, 10 $\times$ field, $n=4-6$ each group). * $P<0.001$ by nonparametric Mann-Whitney U test (two-sided).

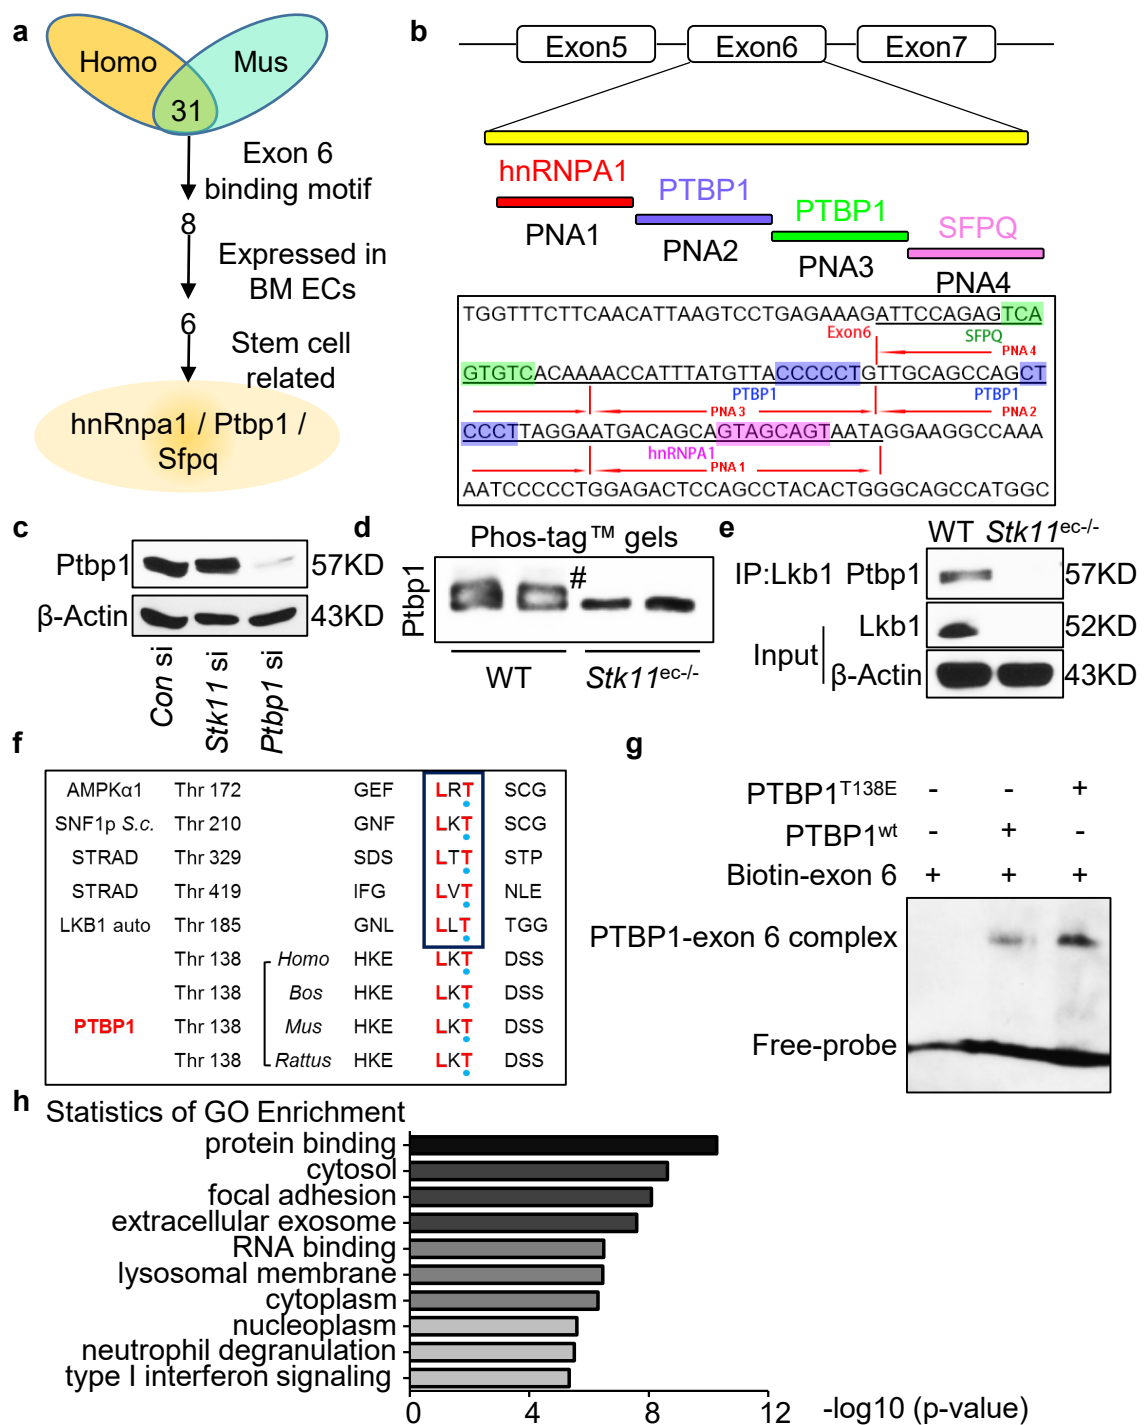

Supplementary Figure 11. Lkb1 phosphorylated Ptpbp1. (a) Bioinformatic analysis of potential targeted RNA splicing protein. (b) The scheme shows the targeted sequence of PNAs 1-4 in *Scf* exon 6. (c) Western blot analysis of *Ptpbp1* in control or *Stk11*-silenced primary mouse bone marrow ECs. Blots are representative of three independent experiments. (d) Phos-tag™ analysis of *Ptpbp1* in primary mouse bone marrow ECs isolated from WT or *Stk11*^{ec/-} mice. Blots are representative of three independent experiments. # marked the phosphorylated band. (e) Co-immunoprecipitation of Lkb1 with *Ptpbp1* in primary bone marrow ECs isolated from WT or *Stk11*^{ec/-} mice. Blots are representative of three independent experiments. (f) Bioinformatic analysis of the potential site of *Ptpbp1* phosphorylation by Lkb1. (g) EMSA analysis with cell lysate from *Ptpbp1*^{wt} or *Ptpbp1*^{T138E} overexpressed ECs and biotin-labeled-*Scf* (exon 6) probes. Blots are representative of three independent experiments. (h) Gene ontology (GO) analysis of the identified differentially expressed genes among ECs overexpressed with *Ptpbp1*^{wt}, *Ptpbp1*^{T138A} or *Ptpbp1*^{T138E} mutant. The ten most significantly enriched pathways ($P < 0.05$ by Fisher's exact test) were shown.

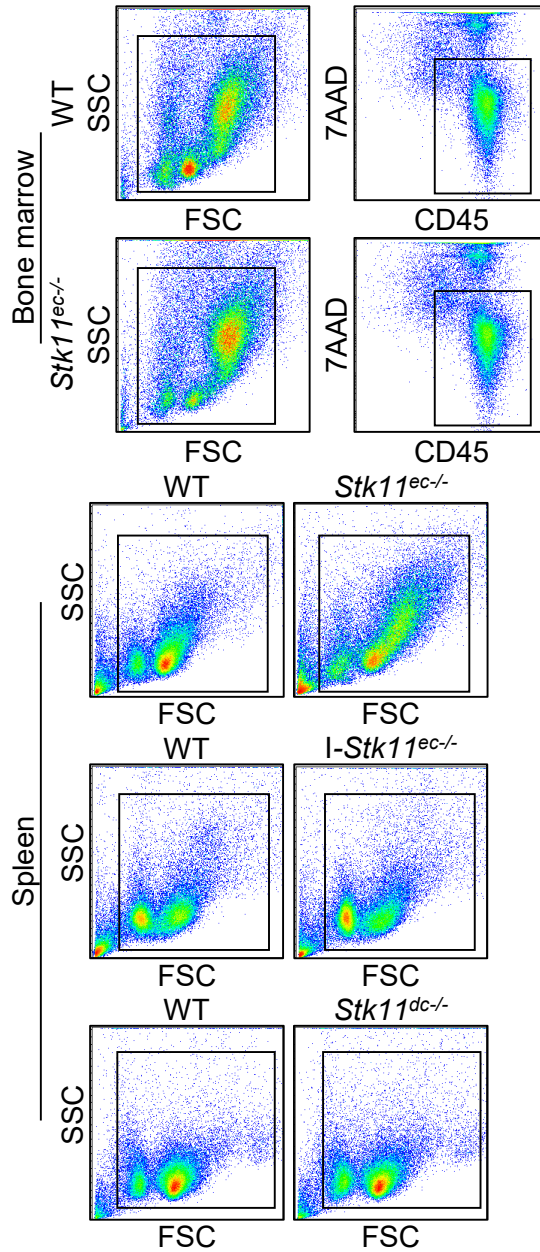

Supplementary Figure 12. Additional gates. Representative images of flow cytometry analysis on spleen and bone marrow from WT or *Stk11^{ec/-}*/*I-Stk11^{ec/-}*/*Stk11^{dc/-}* mice.

Supplementary Table 1. Tumor development in *Stk11*^{ec/-} mice.

	**Genotype**	**Age<br>(Months)**	**Organ**	**Primary Diagnosis**	**BW<br>(g)**	**TW<br>(g)**	**Tumor cell type**
1	<i>Stk11</i> ^{ec/-}	14	Bone	Leukemia	32.51		Leukemia cell
2	<i>Stk11</i> ^{ec/-}	7	Back	Squamous Carcinoma	37.34	2.24	Epithelial cell
3	<i>Stk11</i> ^{ec/-}	20	Abdominal	Squamous Carcinoma	38.21	6.39	
4	<i>Stk11</i> ^{ec/-}	13	Lung	Adenocarcinoma	29.81	1.43	Glandular cells
5	<i>Stk11</i> ^{ec/-}	14	Uterus	Squamous Carcinoma	30.49	0.61	
6	<i>Stk11</i> ^{ec/-}	9	Uterus	Endometrial Carcinoma	25.55	0.77	Endometrium
7	<i>Stk11</i> ^{ec/-}	12	Lung &<br>Uterus	Adenocarcinoma &<br>Endometrial Carcinoma	22.93	0.63 &<br>1.31	Glandular cells<br>& Endometrium
8	<i>Stk11</i> ^{ec/-}	18	Abdominal	Lymphoma	28.23	3.72	Lymphocyte
9	<i>Stk11</i> ^{ec/-}	16	Lung	Carcinoma	27.54	1.26	Epithelial cell
10	<i>Stk11</i> ^{ec/-}	6	Kidney	Adenocarcinoma	31.81	1.02	
11	<i>Stk11</i> ^{ec/-}	15	Lung	Adenocarcinoma	21.39	1.26	Glandular cells
12	<i>Stk11</i> ^{ec/-}	23	Liver	Papillary carcinoma	26.32	0.74	Hepatocyte
13	<i>Stk11</i> ^{ec/-}	15	Uterus	Endometrial Carcinoma	23.61	0.97	Gland cell
14	<i>Stk11</i> ^{ec/-}	17	Kidney		28.07	1.31	
15	<i>Stk11</i> ^{ec/-}	26	Stomach	Adenocarcinoma	31.42		Gland cell
16	<i>Stk11</i> ^{ec/-}	14	Lung	Adenocarcinoma	27.18	1.20	Glandular cells
17	<i>Stk11</i> ^{ec/-}	17	Lung	Adenocarcinoma	26.67	0.86	Glandular cells
18	<i>Stk11</i> ^{ec/-}	19	Abdominal	Lymphoma	26.66	1.06	Lymphocyte
19	<i>Stk11</i> ^{ec/-}	17	Abdominal	Lymphoma	36.85	1.58	Lymphocyte
20	<i>Stk11</i> ^{ec/-}	23	Lung	Adenocarcinoma	33.36	0.43	Glandular cells
21	<i>Stk11</i> ^{ec/-}	15	Skin	Squamous Carcinoma	30.24		Epithelial cell
22	<i>Stk11</i> ^{ec/-}	11	Intestine	Lymphoma	30.88	1.65	Lymphocyte
23	<i>Stk11</i> ^{ec/-}	9	Uterus	Leiomyoma	25.85	1.98	Fibroblasts
24	<i>Stk11</i> ^{ec/-}	12	Abdominal	Lymphoma	34.83	2.87	Lymphocyte
25	<i>Stk11</i> ^{ec/-}	6	Abdominal	Stromal Tumors	35.06	1.42	Interstitial cell
26	<i>Stk11</i> ^{ec/-}	11	Abdominal	Lymphoma	29.37	0.99	Lymphocyte

Continued Supplementary Table 1.

	Genotype	Age<br>(Months)	Organ	Primary Diagnosis	BW<br>(g)	TW<br>(g)	Tumor cell type
27	<i>Stk11</i> ^{ec/-}	27	lung	Carcinoma	27.33	1.34	Epithelial cell
28	<i>Stk11</i> ^{ec/-}	27	Uterus	Endometrial<br>Carcinoma	24.19	0.69	Endometrium
29	<i>Stk11</i> ^{ec/-}	22	Liver	Carcinoma	26.41	2.06	Hepatocyte
30	<i>Stk11</i> ^{ec/-}	18	Bone	Leukemia	23.79		Leukemia cell
31	<i>Stk11</i> ^{ec/-}	16	Abdominal	Lymphoma	21.09	1.48	Lymphocyte
32	<i>Stk11</i> ^{ec/-}	17	Kidney	Adenocarcinoma	24.32	2.12	Gland cell
33	<i>Stk11</i> ^{ec/-}	19	Lung	Adenoma	28.61	1.38	Gland cell

Detailed information for *Stk11*^{ec/-} mice (*Stk11*^{fl/fl}*Cdh5*^{Cre}) with spontaneous tumor development. Age (Months); BW (Body weight, g); TW (Tumor weight, g).

Supplementary Table 2. Tumor development in *Stk11^{ec wt/-}* mice.

	**Genotype**	**Age<br>(Months)**	**Organ**	**Primary Diagnosis**	**BW<br>(g)**	**TW<br>(g)**	**Tumor cell type**
1	<i>Stk11^{ec wt/-}</i>	15	Skin	Squamous Carcinoma	28.21	0.32	Epithelial cell
2	<i>Stk11^{ec wt/-}</i>	20	Abdominal	Lymphoma	27.14	1.32	Lymphocyte
3	<i>Stk11^{ec wt/-}</i>	26	Lung	Adenocarcinoma	32.01	3.42	Gland cell
4	<i>Stk11^{ec wt/-}</i>	22	Abdominal	Lymphoma	27.26	2.75	Lymphocyte
5	<i>Stk11^{ec wt/-}</i>	28	Intestine	Adenocarcinoma	27.86	1.32	Gland cell
6	<i>Stk11^{ec wt/-}</i>	23	Lung	Adenocarcinoma	30.31	2.03	Gland cell

Detailed information for *Stk11^{ec wt/-}* mice (*Stk11^{fl/wt} Cdh5^{Cre}*) with spontaneous tumor development. Age (Months); BW (Body weight, g); TW (Tumor weight, g).

Supplementary Table 3. Tumor incidence in *Stk11^{ec wt/-}* and *Stk11^{ec -/-}* mice.

	<i>Stk11^{ec wt/-}</i>			<i>Stk11^{ec -/-}</i>		
	14 Month	24 Month	30 Month	14 Month	24 Month	30 Month
NO. examined	38	19	8	68	23	7
NO. with tumors	0	4	2	13	17	3
Tumor incidence	0%	21.05%	25.00%	19.12%	73.91%	42.86%
Lung (Total)	0	1	1	2	5	1
Adenocarcinoma	0	1	1	2	3	0
Carcinoma	0	0	0	0	1	1
Adenoma	0	0	0	0	1	0
Abdominal (Total)	0	2	1	5	9	1
Squamous Carcinoma	0	0	0	0	1	0
Lymphoma	0	2	0	3	4	0
Stroma tumor	0	0	0	1	0	0
Intestine, Adenocarcinoma	0	0	1	0	0	0
Stomach, Adenocarcinoma	0	0	0	0	0	1
Kidney, Adenocarcinoma	0	0	0	1	1	0
Kidney, Carcinoma	0	0	0	0	1	0
Liver, Papillary carcinoma	0	0	0	0	2	0
Hematopoietic system (Total)	0	0	0	1	1	0
Lymphoma	0	0	0	0	0	0
Leukemia	0	0	0	1	1	0
Skin/subcutis (Total)	0	1	0	1	1	0
Squamous Carcinoma	0	1	0	1	1	0
Reproductive system (Total)	0	0	0	3	1	1
Uterus, Squamous Carcinoma	0	0	0	1	0	0
Uterus, Endometrial Carcinoma	0	0	0	1	1	1
Uterus, Leiomyoma	0	0	0	1	0	0
Multiple system (Total)	0	0	0	1	0	0
Lung, Adenocarcinoma &<br>Uterus, Endometrial Carcinoma	0	0	0	1	0	0

Supplementary Table 4. Genotyping primers.

**Mice line**	**Primers sequence**	**Type**	**Size**
<i>Stk11^{flox}</i>	5'-TCTAACAATGCGCTCATCGTCATCCTCGGC-3'	Mutant	300 bp
	5'-GAGATGGGTACCAGGAGTTGGGGCT-3'		
	5'-GGGCTTCCACCTGGTGCCAGCCTGT-3'	Wild type	220 bp
	5'-GAGATGGGTACCAGGAGTTGGGGCT-3'		
<i>Cdh5^{Cre}</i>	5'-AGGCAGCTCACAAAGGAACAAT-3'	Transgene	300 bp
	5'-TCGTTGCATCGACCGGTAA-3'		
	5'-CTAGGCCACAGAATTGAAAGATCT-3'	Wild type	324 bp
	5'-GTAGGTGGAAATTCTAGCATCATCC-3'		
<i>ROSA^{EYFP}</i>	5'-AAGACCGCGAAGAGTTTGTC-3'	Mutant	320 bp
	5'-AAAGTCGCTCTGAGTTGTTAT-3'		
	5'-GGAGCGGGAGAAATGGATATG-3'	Wild type	600 bp
	5'-AAAGTCGCTCTGAGTTGTTAT-3'		
Cre	5'-ACTAAACTGGTCGAGCGAGGA-3'		220 bp
	5'-TGTCCAGACCAGGCCAGGTA-3'		

Supplementary Table 5. PCR primers.

Primer	Species	Sequence	Size
(s) <i>Scf</i> & (m) <i>Scf</i>	<i>Mus</i>	F 5'-TCCGAAGAGGCCAGAACTA-3'	368 & 284 bp
		R 5'-CAACTGCCCTTGTAAGACTTGA-3'	
(s) <i>Scf</i>	<i>Homo</i>	F 5'-TTCTGAAGGCTTGAGTAATTA-3'	328 bp
		R 5'-ACTGCTACTGCTGTCATTCC-3'	
	<i>Mus</i>	F 5'-CTGAAGGCTTGAGTAATTAC-3'	326 bp
		R 5'-ACTGCTACTGCTGTCATTCC-3'	
(m) <i>Scf</i>	<i>Bos</i>	F 5'-TTCTGAAGGCTTGAGTAATTA-3'	331 bp
		R 5'-ACTGCTACTGCTGTCATTCC-3'	
	<i>Homo</i>	F 5'-TTCTGAAGGCTTGAGTAATTA-3'	257 bp
		R 5'-TGGCCTTCCCTTTCTCAG-3'	
	<i>Mus</i>	F 5'-CTGAAGGCTTGAGTAATTAC-3'	255 bp
		R 5'-CGGCTTCCCTTTCTCGG-3'	
<i>Gapdh</i>	<i>Bos</i>	F 5'-TTCTGAAGGCTTGAGTAATTA-3'	260 bp
		R 5'-AGGCCTTCCCTTTTTCAG-3'	
	<i>Homo</i>	F 5'-GAGTCAACGGATTTGGTCGT-3'	95 bp
		R 5'-AATGAAGGGGTCATTGATGG-3'	
	<i>Mus</i>	F 5'-AAGGTCATCCCAGAGCTGAA-3'	222 bp
		R 5'-CTGCTTCACCACCTTCTTGA-3'	

Supplementary Table 6. Mutation primers.

**Primer**	**Sequence**	
<i>(h) Ptbp1-T138A</i>	F	5'-CCGACAGCTCTCCCAACCAGGC-3'
<i>(h) Ptbp1-T138E</i>	F	5'-GAAGACAGCTCTCCCAACCAGGC-3'
<i>(h) Ptbp1-T138-Common</i>	R	5'-CTTCAGCTCCTTGTGGTTGG-3'

Supplementary Table 7. Antibody

Experiment	Antibody	Catalog number	Dilution
**Two-photon deep imaging<br>of bone marrow**	GFP	Aves Labs, GFP-1020	1:200
	c-Kit	R&D, #BAF1356	1:100
	laminin	Abcam, #ab7463	1:200
	CD16/32	BioLegend, #101302	1:100
**Western blotting**	Ptbp1	CST, #57246	1:1000
	Lkb1	Santa Cruz, #32245	1:1000
	β -Actin	Santa Cruz, #47778	1:1000
	Gapdh	Santa Cruz, #32233	1:1000
	His	CST, #2365	1:1000
**IF**	vWF	Abcam, #ab11713	1:100
	LKB1	LSBio, #LS-B6669	1:100
**IHC**	LKB1	Lifespan, #LS-B11921	1:100
	CD61	Novus, #NBP1-83453	1:200

Continued Supplementary Table 7.

Experiment	Antibody	Catalog number	Dilution
**FCM**	CD11c	BioLegend, #117307	1:100
	MHC class II	BioLegend, #107635	1:100
	B220	BioLegend, #103255	1:100
	B220	BD, #563893	1:100
	B220	BioLegend, #103227	1:50
	CD11b	BioLegend, #101245	1:50
	CD11b	BioLegend, #101263	1:50
	CD45	BioLegend, # 103155	1:50
	SIRP α	BioLegend, #144008	1:100
	Flt3	BioLegend, #135306	1:200
	c-Kit	BioLegend, #135125	1:50
	CD115	BioLegend, #135524	1:200
	CX3CR1	BioLegend, #149025	1:2000
	CD3	BioLegend, #100334	1:50
	CD19	BioLegend, #115523	1:200
	CD49b	BioLegend, #108918	1:50
	Ly6G	BioLegend, #127612	1:50
	CD103	BioLegend, #121406	1:100
	CD64	BioLegend, #139309	1:40
	NK1.1	BioLegend, #108722	1:50
	Ter119	BioLegend, #116232	1:200
	F4/80	BioLegend, #123133	1:50

# Supplementary material for: Endothelial cell-specific expression of serine/threonine kinase 11 modulates dendritic cell differentiation
**Source:** Nat Commun. 2022 Feb 3;13:648. doi: 10.1038/s41467-022-28316-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: Video of deep imaging of *Cx3cr1*-GFP⁺ cells (Green), hematopoietic progenitors (c-Kit⁺, red), and blood vessels (Laminin, Gray) in digitally reconstructed bone marrow (300 μm thick).

# Supplementary material for: Endothelial cell-specific expression of serine/threonine kinase 11 modulates dendritic cell differentiation
**Source:** Nat Commun. 2022 Feb 3;13:648. doi: 10.1038/s41467-022-28316-6
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection FCM: BD LSRFortessa™ Flow Cytometer; Western blot: Kodak X-Omat 2000A; DNA sequence: Thermo Fisher Scientific DNA Sequencer 3730; PCR: BIO-RAD C1000 Touch Thermal Cycler; Rt-PCR: CFX96 Touch Deep Well Real-Time PCR System; Cell counter: Vi-Cell cell counter Beckman Coulter; Microscope: OLYMPUS BX51 fluorescence microscope; 3D Imaging: Zeiss 710 & Leica SP8 MP.

Data analysis Western blot: Image J; FCM: FlowJo; Statistics: SPSS; Graph: GraphPad Prism 5.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data are provided with this paper.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Software G Power (Faul, Erdfelder, Lang and Buchner, 2007) was used for sample size calculation.
Data exclusions	No data were excluded.
Replication	Each western blot and PCR were repeated at least three independent times. Animal experiment were repeated based on statistic requirement.
Randomization	Simple Random Sampling. Basically, assign numbers to participants, or treatments, and use a random number table to choose participants and treatment groups.
Blinding	The investigators were blinded to group allocation during data collection and analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	CD11c (BioLegend, #117307), MHC class II (BioLegend, #107635), CD11c (BioLegend, #117307), B220 (BioLegend, #103255), CD11b (BioLegend, #101239), Lineage Cocktail (BioLegend, #133306), SIRPα (BioLegend, #144008), Flt3 (BioLegend, #135306), c-Kit (BioLegend, #135125), anti-CD115 (BioLegend, #135524), CX3CR1 (BioLegend, #149025), Flt3 (BioLegend, #135306) antibodies were used for FCM.<br>Von Willebrand factor (Abcam, #ab11713), CD11c (Thermo Fisher, #14-0114-85), Lkb1 (Lifespan, #LS-B11921) and CD61 (Novus, #NBP1-83453) antibodies were used for staining.<br>Lkb1 (#sc-32245, 1:1000), β-Actin (, #sc-47778, 1:1000) and Gapdh (#sc-47724, 1:1000) antibodies were used for western blot.<br>GFP (Aves Labs, GFP-1020), c-Kit (R&D Systems, #BAF1356), and laminin (Abcam, #ab7463) antibodies were used for 3D staining.
Validation	Anti-CD11c (BioLegend, #117307) and anti-MHC class II (BioLegend, #107635) antibodies were used to stain classical DCs. Anti-CD11c (BioLegend, #117307) and anti- B220 (BioLegend, #103255) were used to stain plasmacytoid DCs. Anti-CD11c (BioLegend, #117307) and anti- CD11b (BioLegend, #101239) were used to stain macrophages. Anti-Lineage Cocktail (BioLegend, #133306), anti-CD11c (BioLegend, #117307), anti-MHC class II (BioLegend, #107635), anti-SIRPα (BioLegend, #144008) and anti-Flt3 (BioLegend, #135306) were used to stain pre-classical DCs. Anti-Lineage Cocktail (BioLegend, #133306), anti-c-Kit (BioLegend, #135125), anti-CD115 (BioLegend, #135524), anti-CX3CR1 (BioLegend, #149025), and anti-Flt3 (BioLegend, #135306) were used to stain monocyte and dendritic cell progenitor (MDP). Anti-Lineage Cocktail (BioLegend, #133306), anti-c-Kit (BioLegend, #135125), anti-CD115 (BioLegend, #135524), and anti-Flt3 (BioLegend, #135306) were used to stain common DC progenitors.<br>Von Willebrand factor (Abcam, #ab11713), CD11c (Thermo Fisher, #14-0114-85), Lkb1 (Lifespan, #LS-B11921) and CD61 (Novus, #NBP1-83453) antibodies were used for staining.<br>Lkb1 (#sc-32245, 1:1000), β-Actin (, #sc-47778, 1:1000) and Gapdh (#sc-47724, 1:1000) antibodies were used for western blot.<br>GFP (Aves Labs, GFP-1020), c-Kit (R&D Systems, #BAF1356), and laminin (Abcam, #ab7463) antibodies were used for 3D staining.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Primary bone marrow cells were collected from indicated mice. AFT024 bought from ATCC® SCRC-1007™.
Authentication	Bone marrow cells were authenticated by FCM, through staining of EC specific markers. AFT024 cells were confirmed by cell culture and morphology.
Mycoplasma contamination	Cells test negative for mycoplasma contamination
Commonly misidentified lines<br>(See ICLAC register)	N/A

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Stk11fl/fl, Cdh5Cre, Cx3cr1Cre, Cx3cr1GFP, Gt (ROSA)26Sortm1(EYFP)Cos/J mice were obtained from The Jackson Laboratory. VECad-CreERT2 mice were provided by Dr. Xin Zhang (University of Oklahoma Health Science Center). All experiment animals used are mixed age and sex, if not specific delineated in the paper.
Wild animals	N/A
Field-collected samples	All mice were kept in a controlled temperature ($21.8 \pm 0.7^\circ\text{C}$) and humidity ($49.16 \pm 2.37\%$) environment with a 12-h light/dark cycle and fed a rodent diet with free access to water.
Ethics oversight	All animal protocols were approved by the Georgia State University Committee on the Use and Care of Animals.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Primary bone marrow cells were collected from indicated mice. AFT024 bought from ATCC® SCRC-1007™. Stk11fl/fl, Cdh5Cre, Cx3cr1Cre, Cx3cr1GFP, Gt (ROSA)26Sortm1(EYFP)Cos/J mice were obtained from The Jackson Laboratory. VECad-CreERT2 mice were provided by Dr. Xin Zhang (University of Oklahoma Health Science Center).
Instrument	FCM: BD LSRFortessa™ Flow Cytometer; Western blot: Kodak X-Omat 2000A; DNA sequence: Thermo Fisher Scientific DNA Sequencer 3730; PCR: BIO-RAD C1000 Touch Thermal Cycler; Rt-PCR: CFX96 Touch Deep Well Real-Time PCR System; Cell counter: Vi-Cell cell counter Beckman Coulter; Microscope: OLYMPUS BX51 fluorescence microscope; 3D Imaging: Zeiss 710 & Leica SP8 MP.
Software	BD LSRFortessa™ Flow Cytometer is used to collect FCM data. FlowJo is used to analyze FCM data.
Cell population abundance	Primary bone marrow endothelial cells were used only for generation. After collecting, the cell purity was confirmed by FCM. The purity is higher than 90%.
Gating strategy	The first step in gating is often distinguishing populations of cells based on their forward and side scatter properties. After remove dead cells, exclude populations (e.g. debris) or include positively select populations for further examination. Isotype, FMO and unstained controls are included to accurately identify the positive dataset. When doing multiple-parameter density plots, gates were placed around the distinct populations. We also use backgating to confirm a staining pattern or gating method.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

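RNA was sequenced from primary ECs of 3 *Stk11* ec-/- and 3 WT libraries. The authors aligned the reads and assembled transcripts into loci before they deposited 1 table of the whole series, in which every value column carries the name of 1 library. The methods name HISAT2, StringTie and GRCm38, and the submitters' processing notes name BWA, TopHat, Cufflinks and mm9, with no versions. The authors deposited a count for each locus and library, a whole number that was not scaled to library size. The deposited FPKM values were scaled by the authors to transcript length and library size, and are written as 0.0001 where the count is 0. The library sizes that the FPKM values imply are 1.14 to 1.25 times the summed counts. The deposited table also gives positions, transcript identifiers and GO terms. GO terms of 2316 loci are not used here.

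The groups, the alternatives and 42 gene lists were fixed before the data were examined. The main test was set as limma on log2 values for a table of FPKM and as edgeR for a table of counts. The table holds both, so edgeR on counts was taken after it was seen. Other choices were made after the table was seen. They are the restriction to the 53530 loci with an Ensembl transcript, which leaves out 38195, the reading of the stricter filter as a mean FPKM of at least 5, the running of the limma alternatives on FPKM, and the symbol given to 426 loci that join 2 or more named genes and to 110 loci whose symbol another locus with more counts holds. Loci with no gene name, 9721 in all, held 0.359% to 0.887% of the counts of a library and stayed out of library sizes and tests. All loci of the mitochondrial genome were at 0, so 41 of the 42 lists had a tested gene.

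From the deposited counts, log2 fold changes and p-values were computed with edgeR 4.0.16 in R 4.3.3, by TMM normalization, the default filter on low counts and the quasi-likelihood test, with genotype as the 1 factor. Low counts kept 36134 loci out of the test. P-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Levels are CPM after TMM normalization, with the SD over 3 libraries. The common biological coefficient of variation was 0.628. At an unadjusted p under 0.05, 758 genes were higher and 517 lower, where chance would give 869.8 in all. From the deposited FPKM, the ratio of group means was computed after adding 1 to each mean, and a fold over 2 was combined with the unadjusted p of edgeR, as the methods name these thresholds and no adjustment. Gene lists were tested with camera of limma 3.58.1 at a correlation between genes of 0.01, and again with an estimated correlation. GO terms with at least 5 tested genes were tested by a one-sided Fisher's exact test against the 11368 tested genes with a GO term. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

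The genes named in the text follow a rule. They are the 20 genes the paper names, the 10 largest differences in each direction among genes at an adjusted p under 0.05, completed from the paper's thresholds, whose groups do not overlap and that have a given name, and up to 4 members with the smallest p of each list or GO term described. Genes singled out otherwise are said to be so.

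Alternatives were no filter on low counts, a mean FPKM of at least 5, the replicate number as a block, median-ratio size factors, DESeq2 1.42.0, limma on log2(FPKM + 0.1), quantile normalization, limma with no trend or with sample weights, each library left out in turn, the FPKM ratio without adding 1, and for GO other sets of changed genes and another background. Limma on log2(FPKM + 1), set beforehand as the main test for a table of FPKM, was run as an alternative after the data were seen. Those added after the data were seen were all loci with a gene name, no structural RNAs, no genes on chromosomes X and Y, neither *Stk11* ec-/- replicate 3 nor WT replicate 3, the fold from edgeR, and GO terms under every setting beyond those first listed for them.

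The steps were tested on simulated data. In simulated counts of *Stk11* ec-/- against WT libraries (16391 genes), edgeR recovered 0% of genes changed 2-fold, 14.9% of those changed 4-fold, 37.5% of those changed 8-fold and 77.6% of those changed 16-fold at an adjusted p under 0.05. It called 7 of 16199 unchanged genes. DESeq2 recovered 95.9% of genes changed 16-fold and called 67 unchanged genes. In the same simulated comparison over 10455 genes, limma recovered 94.9% and called 5. Camera found the changed list and called 0 of 40 random lists. Genes were simulated independently of each other, so this does not check camera where the genes of a list vary together. In the libraries, that correlation was estimated at 0.77 for interferon-stimulated and 0.40 for pan-endothelial genes. No pair of libraries matched within sampling noise (chi-square per degree of freedom from 178 to 1003), so every library was counted as 1 sample.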

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

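The tests of sex, of reads shared with like sequences and of the chromosomes of *Rps18*, *Rps2* and their pseudogenes were chosen after the result was seen. Of the genes above the WT level at an adjusted p under 0.05 by edgeR, all of which the paper does not discuss, *Xist* had a log2 fold change of 8.90 (adjusted p = 0.00297) and was higher in 3 of 3 libraries. *Xist* was at 267 to 464 CPM in *Stk11* ec-/- libraries with summed Y-linked genes at or under 0.279 CPM, whereas in WT libraries *Xist* was at or under 1.18 CPM and Y-linked genes at 22.1 to 41.8 CPM. All 6 libraries thus had a clear state with 1 state per group, which is consistent with mice of different sex in the 2 groups, while a swap of libraries between the groups cannot be told apart, since the 0 libraries with the state of the other group follow from this separation and no label gives the sex. Genes on chromosomes X and Y make up 6.02% of the genes at the paper's thresholds, which argues against them as the bulk of these genes. It does not measure whether they are over-represented. Without these chromosomes, 16865 genes were tested in place of 17396, and 438 in place of 465 were at the paper's thresholds. An effect of sex on other genes stays open and untested, since sex and genotype coincide.

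*Rps2-ps10* (log2 fold change 6.03, adjusted p = 0.0163 from edgeR), *Gm11361* (3.97, adjusted p = 0.0163 from edgeR) and *Rps18-ps3* (3.87, adjusted p = 0.0419 from edgeR) were higher in 3 of 3 libraries, while the ribosomal protein genes *Rps18* and *Rps2*, whose sequence they share, were lower. Summed over loci that hold 50% or more of the 31-base words of a gene, the level was 287 CPM in *Stk11* ec-/- and 274 CPM in WT libraries for *Rps18* (log2 difference 0.0628) and 1180 and 1159 CPM for *Rps2* (log2 difference 0.03), so reads of 1 gene may have been counted at loci of like sequence in 1 group, although summed over the gene and its named pseudogenes alone the difference was −1.74 for *Rps18* and −0.07 for *Rps2*. *Rps2-ps10*, *Gm11361*, *Rps18-ps3*, *Rps18* and *Rps2* lie on chromosomes 18, 13, 8, 17 and 17. So 0 lie on chromosome 10 with *Stk11*, which argues against a strain segment around the floxed allele that holds them. Within 20 Mb of *Stk11*, 6 of 373 genes were at the paper's thresholds, against 459 of 17023 elsewhere (odds ratio 0.59, 95% interval 0.21 to 1.31, one-sided Fisher's exact test, p = 0.936). Such a segment acting on these 5 genes from a distance cannot be told apart. Nor can strain segments elsewhere, with 479 pairs of such genes in 1 window of 10 Mb against a median of 510 (451 to 578) in 10000 shuffles (permutation p = 0.843). The odds ratio lies under 1 and the pairs under their median, but both within their spread. The need for a value beyond its spread was set after they were seen. A count over the whole genome cannot speak against a few segments. Of 256 windows, the largest excess was on chromosome 7 from 100 to 110 Mb, with *Trim30d* (8 genes where 2.57 were expected). The window of *Rps18* and *H2-T23*, on chromosome 17 from 30 to 40 Mb, had 8 where 4.74 were expected. Both were picked after the result, and no single window was tested.

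*Gm13394* had a log2 fold change of 2.92 (519 against 68.7 CPM, adjusted p = 0.0163 from edgeR). *Cwc22*, at a locus that joins 2 genes, had 4.11 (77.4 against 4.48 CPM, adjusted p = 0.0163 from edgeR). *Gm9825* had 6.50 (29.7 against 0.317 CPM, adjusted p = 0.0163 from edgeR). *Gm6969* had 5.71 (83.8 against 1.61 CPM, adjusted p = 0.0274 from edgeR). Each was higher in 3 of 3 libraries. Leaving out 1 library at a time, *Xist* stayed at an adjusted p from 0.0149 to 0.0434. *Gm11361* (0.0592 to 0.152), *Gm13394* (0.0601 to 0.152), *Gm6969* (0.0682 to 0.206) and *Rps18-ps3* (0.0592 to 0.230) lost the call without any 1 of the 6. *Cwc22* kept it without *Stk11* ec-/- replicate 3 alone (0.0372, otherwise up to 0.149), *Gm9825* without WT replicate 1 alone (0.0311, otherwise up to 0.143) and *Rps2-ps10* without *Stk11* ec-/- replicate 2 alone (0.0471, otherwise up to 0.143). With the replicate number as a block, *Xist* and all the other genes named here lost the call, and *Rprl3* alone passed.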

How the results depend on the processing

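GO terms under settings other than no filter, the replicate block, other sets of changed genes and another background were tested after the result was seen, as were limma on log2(FPKM + 1), all named loci, no structural RNAs, no genes on X and Y, neither replicate 3, and the fold from edgeR. The authors' deposited fold changes, p-values and significant genes were not run, as no such columns are used here. Splitting the 6 libraries into 3 and 3 gives 10 splits, too few for a share under 0.05. The real split gave 13 genes at an adjusted p under 0.05 (highest other 2, 1 split as large), 465 at the paper's thresholds (671, 4 splits), 7 gene lists (11, 10 splits) and 0 GO terms (45, 10 splits). The splits with 45 terms (*Stk11* ec-/- replicates 1 and 2 with WT replicate 3) and 38 terms (*Stk11* ec-/- replicate 1 with WT replicates 1 and 2) point to a structure of the libraries beside genotype. The cause of the changes given here was not tested. Low counts left 36134 loci untested.

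*Kitl* stayed above 0 and short of the adjusted threshold in every setting that tested it (a mean FPKM of at least 5 left it out), from 0.59 to 1.10 on the log2 scale (adjusted p from 0.0630 to 0.792), and from 0.52 to 0.93 with 1 library left out. By limma, its unadjusted p was 0.0136 with 0.1 added, 0.0159 with no trend, 0.0400 with quantile normalization and 0.00114 with sample weights. By edgeR, it was 0.0183 without WT replicate 3 and 0.0329 with neither replicate 3. Over all settings, 1524 values of named genes kept their direction and side of the threshold, 91 lost a call, 59 gained one and 44 changed sign. For gene lists, by the direction of the set test, these numbers were 246, 46, 9 and 7, while 31 of 308 list medians changed sign, and for GO terms 187, 0, 37 and 36. The median log2 fold change of all genes was 0.025, and it was 0.21 with limma on log2(FPKM + 1), 0.27 with 0.1 added, 0.29 with sample weights, −0.0030 with quantile normalization and 0.12 with no filter. Of genes at the paper's thresholds 72.0% were higher, 60.2% without *Stk11* ec-/- replicate 1 and 63.7% without WT replicate 3.

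With no filter on low counts, 36 genes passed at an adjusted p under 0.05 (13 of them shared with the 13) and 9 GO terms. With a mean FPKM of at least 5, 249 genes were at the paper's thresholds, 3 lists passed (interferon-stimulated, pan-endothelial and lymphatic), *Stk11* was at 0.0229, and the odds ratio was 0.949 for cell surface and 0.668 for cell junction. With the replicate block, 1 gene passed (*Rprl3*), *Flt1* was at 0.63 and the odds ratio of angiogenesis was 0.980. The methods speak of paired differential analyses without naming what was paired. The numbers do not pair the libraries, as the deviations of same-numbered libraries correlated at 0.229, −0.193 and 0.0467, and not every library correlated best with its own number. With DESeq2, 216 genes passed, 10 GO terms passed and cell adhesion had an odds ratio of 1.05.

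With limma on log2(FPKM + 0.1), *Stk11* was at 0.23, *Ptbp1* 0.13, *Nrp1* 0.26, *Flt1* 0.77 and *Actb* 0.22, 1 list (interferon-stimulated) and 2 GO terms passed, and odds ratios were 0.848 for angiogenesis, 0.562 for innate immune response and 1.75 for cell adhesion. With quantile normalization, *Flt1* was at 0.20 and *Actb* 0.91, the same 3 lists passed as with a mean FPKM of at least 5, and odds ratios were 0.437 for angiogenesis and 0.591 for innate immune response. With no trend, *Stk11* was at 0.21, *Ptbp1* 0.12, *Nrp1* 0.20, *Flt1* 0.41 and *Actb* 0.22, the same 1 list and 2 GO terms passed, and odds ratios were 0.863 for angiogenesis, 0.870 for innate immune response and 1.78 for cell adhesion. With limma on log2(FPKM + 1) these genes, lists and GO counts were the same to 2 decimals, with odds ratios of 0.859, 0.866 and 1.77. With sample weights, 66 genes passed, 753 were at the paper's thresholds, 25 GO terms passed, *Stk11* was at 0.20, *Vegfa* 0.14, *Flt1* 0.83, *Gapdh* 0.46 and *Actb* 0.27, the mesothelial list reversed in its set test (median 0.44) and cell adhesion had an odds ratio of 1.498.

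With all named loci, 788 genes were at the paper's thresholds and 4 GO terms passed. With neither *Stk11* ec-/- replicate 3 nor WT replicate 3, 0 genes passed by edgeR and 1131 were at the paper's thresholds, *Sfpq* was at −0.20, *Vwf* −0.0407, *Sp1* −0.0686, *Gapdh* 0.33 and *Actb* 0.12, the mesothelial median was −0.38, 34 GO terms passed and cell adhesion had an odds ratio of 1.94. With an estimated correlation, 0 lists passed by limma's camera. Without adding 1, 1040 genes were at the paper's thresholds (cell adhesion odds ratio 1.19), and with the fold from edgeR 936 (1.61). With the changed genes at an adjusted p under 0.05, the odds ratio was 0 for response to bacterium, extracellular space, extracellular region, cell surface, angiogenesis, cell junction, extracellular matrix and innate immune response. With the higher genes alone, innate immune response had 0.635. With the lower genes alone, 5 GO terms passed and cell junction had 0.737. Against a background of every gene with a GO term, 9 GO terms passed.

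With each library left out in turn, 2 to 4 genes passed, 366 to 951 were at the paper's thresholds, 4 to 11 lists passed and 1 to 20 GO terms passed. Log2 fold changes ranged from −0.14 to 0.0842 for *Stk11*, −0.44 to 0.0568 for *Ptbp1*, −0.998 to 2.33 for *Vwf*, −0.47 to 0.64 for *Kit*, −0.0117 to 0.29 for *Elavl1*, −0.27 to 1.68 for *Cdh5*, −0.85 to 0.11 for *Gapdh*, −0.27 to 0.30 for *Nrp1*, −0.10 to 0.27 for *Sfpq*, −0.0185 to 1.40 for *Sp1*, −0.48 to 1.56 for *Flt1*, −0.38 to 0.11 for *Actb* and −1.31 to 0.0631 for *Cx3cr1*. List medians ranged from −0.80 to 0.0101 for matrix proteins, −0.24 to 0.15 for inflammatory mediators, −0.32 to 0.0458 for ribosomal proteins, −0.0650 to 0.13 for Lkb1-dependent kinases, −0.28 to 0.49 for adhesion and −0.0205 to 0.36 for junctions. Odds ratios ranged from 0.957 to 1.37 for protein binding, 0.985 to 2.72 for cell adhesion and 0.920 to 2.41 for extracellular matrix.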

Differences from the paper's values

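The paper draws 10 GO terms in Supplementary Fig. 9a, with −log10 p values read here by eye, and names Fisher's exact test in its legend. Values here are −log10 of the unadjusted p of a one-sided Fisher's exact test. The tests of GO terms under DESeq2, limma, left-out libraries, all named loci and neither replicate 3 were chosen after the result was seen. The paper's value for protein binding is about 9.1 in Supplementary Fig. 9a, read by eye, and the value here was 0.866. For response to bacterium it is about 8.8, against 2.67 here. For extracellular space it is about 8.7, against 3.43 here, and for extracellular region about 7.4, against 3.91. For cell surface it is about 6.9, against 0.906 here, and for angiogenesis about 6.9, against 0.664. For cell junction it is about 6.7, against 0.533 here, and for extracellular matrix about 6.6, against 1.48. For innate immune response it is about 6.4, against 0.666 here, and for cell adhesion about 6.0, against 0.127.
Of the alternatives set for GO terms before the data were examined, response to bacterium came within 1.5 times of the paper's value with no filter on low counts (6.21), and the other alternatives stayed apart from it for every term.

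With no filter on low counts, response to bacterium (adjusted p = 0.00276) and extracellular region (adjusted p = 0.0297) passed by the exact test at an adjusted p under 0.05, and 8 of the paper's 10 terms did not. Extracellular region passed among the lower genes alone (adjusted p = 0.0380, the same exact test), and protein binding passed against a background of every gene with a GO term (adjusted p = 0.0235, the same exact test). Each setting that follows was chosen after the values were seen. Extracellular region came within 1.5 times of the paper's value with DESeq2 (5.25), limma on log2(FPKM + 0.1) (6.37), limma on log2(FPKM + 1) (8.12), limma with no trend (8.17) and sample weights (8.93), and without *Stk11* ec-/- replicate 2 (6.66), WT replicate 2 (5.46) and WT replicate 3 (7.40). Extracellular space did so without *Stk11* ec-/- replicate 1 (9.68), *Stk11* ec-/- replicate 2 (5.93), WT replicate 2 (5.98) and WT replicate 3 (7.19). Response to bacterium did so without WT replicate 3 (6.86), and cell surface without WT replicate 3 (5.73). With neither *Stk11* ec-/- replicate 3 nor WT replicate 3, response to bacterium (7.62), extracellular space (8.17), extracellular region (6.91) and angiogenesis (4.81) did so.

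By the exact test, the terms past an adjusted p under 0.05 were response to bacterium, extracellular space and extracellular region with DESeq2, which left 7 of the paper's 10 terms out, and the same with cell surface (adjusted p = 0.0439) with sample weights, which left out 6. Extracellular space and extracellular region passed with limma on log2(FPKM + 0.1), limma on log2(FPKM + 1) and limma with no trend, without *Stk11* ec-/- replicate 2, without WT replicate 2 and with all named loci (adjusted p = 0.0225 for each with all named loci, by the exact test), which left out 8. Without *Stk11* ec-/- replicate 1 cell surface (adjusted p = 0.0487, exact test) passed beside both, which left out 7. Without *Stk11* ec-/- replicate 3, protein binding (adjusted p = 0.0224, exact test) and extracellular space passed, which left out 8. Without WT replicate 3, response to bacterium, extracellular space, extracellular region, cell surface and cell adhesion (adjusted p = 0.0369, exact test) passed, which left out 5. With neither replicate 3, response to bacterium, extracellular space, extracellular region, angiogenesis (adjusted p = 0.00281, exact test) and innate immune response (adjusted p = 0.0175, exact test) passed, which also left out 5. The GO terms of 1815 tested genes are not used here, a limit of this comparison, and 73 of these genes (4.02%) were at the paper's thresholds, against 2.52% of tested genes with GO terms. The paper places protein binding first among its terms. Here it has the most changed genes of the 10 terms (107) and ranks 295 of 3941 by p.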

Other observations

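The tests of a single library and of mesenchymal cells for the pan-endothelial list were chosen after the result was seen. All 10 splits of the 6 libraries into 3 and 3 gave at least the 7 passing lists of the real split, so passing sets do not mark out genotype. Genes of glycolysis were lower as a set in *Stk11* ec-/- libraries at camera's preset correlation. Of 23 tested, 17 had a negative log2 fold change, with a median of −0.36 (limma's camera, adjusted p = 0.0310) and an adjusted p = 0.837 with an estimated correlation. By edgeR 0 passed, 1 was lower when adjusted over the list alone, 2 were lower at an unadjusted p under 0.05, DESeq2 called 1 lower and limma 0. *Hk2*, a hexokinase of the first step, was at 32.3 ± 10.5 CPM (SD, n = 3) in *Stk11* ec-/- libraries and at 118 ± 51.9 CPM (SD, n = 3) in WT libraries, a log2 fold change of −1.86 (SE 0.40, adjusted p = 0.435 from edgeR). *Slc16a3*, a lactate transporter, had −1.37 (SE 0.47, adjusted p = 0.662 from edgeR), which was −0.90 without WT replicate 1. The set did not pass without *Stk11* ec-/- replicate 2 (adjusted p = 0.201), *Stk11* ec-/- replicate 3 (adjusted p = 0.0582) or WT replicate 1 (adjusted p = 0.142), with a mean FPKM of at least 5 (adjusted p = 0.275) or in any limma fit on FPKM (adjusted p from 0.185 to 0.356), and its median was 0.07 with limma sample weights. Genes of ribosomal proteins fell as a set (70 tested, 42 negative, median −0.10, limma's camera, adjusted p = 0.0374), with an adjusted p = 0.886 with an estimated correlation. By edgeR 1 was lower, 2 when adjusted over the list alone and 3 at an unadjusted p under 0.05, and DESeq2 and limma each called 2 lower. *Rps2* had a log2 fold change of −3.02 (SE 0.38, adjusted p = 0.0743 from edgeR) and shares sequence with its pseudogenes, as *Rps18* does. The median was 0.0458 without *Stk11* ec-/- replicate 2 (adjusted p = 0.891) and 0.19 with limma on log2(FPKM + 1), and the set did not pass without WT replicate 1 (adjusted p = 0.0685) or WT replicate 2 (adjusted p = 0.0523), with a mean FPKM of at least 5 (adjusted p = 0.400) or in any limma fit on FPKM (adjusted p from 0.09996 to 0.784).

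Of 47 tested splicing factor genes, 0 passed by edgeR, DESeq2 or limma, and 2 were higher at an unadjusted p under 0.05, *Qk*, an RNA-binding protein (log2 fold change 1.16, SE 0.38), and *Ptbp2*, a paralog of *Ptbp1* (log2 fold change 0.86, SE 0.32). The set did not pass (limma's camera, adjusted p = 0.410). Of 22 tested genes of the Lkb1 complex and its kinases, 0 passed by edgeR, DESeq2 or limma, and 2 were higher at an unadjusted p under 0.05, *Prkaa2* (log2 fold change 0.99, SE 0.36) and *Prkab2* (log2 fold change 1.70, SE 0.65, and 0.53 without *Stk11* ec-/- replicate 3), both subunits of AMPK, and the set did not pass (limma's camera, adjusted p = 0.785). Of the 20 genes the paper names, 0 passed by edgeR, DESeq2 or limma, and by edgeR 0 were at an unadjusted p under 0.05. Among them *Ptbp1*, which the paper studies for Scf splicing, had a log2 fold change of −0.19 (SE 0.39, adjusted p = 0.929 from edgeR), which was 0.12 with limma on log2(FPKM + 1) and from −0.44 to 0.0568 with 1 library left out. The 5 tested sex-linked genes passed as a set (limma's camera, adjusted p = 1.33e-05), with an adjusted p = 0.837 with an estimated correlation, 1 higher by edgeR and 1 higher and 4 lower when adjusted over the list alone.

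Pan-endothelial genes were higher as a set in *Stk11* ec-/- libraries (adjusted p = 3.13e-04 by limma's camera, 0.861 with an estimated correlation), and 2 explanations were weighed, the mesenchymal one by a test that replaced a first one after its outcome could be seen. Without *Stk11* ec-/- replicate 2, which had the highest summed level, the set no longer passed (limma's camera, adjusted p = 0.201), so this 1 library may carry the difference, as for *Cdh5* (240, 831 and 37.5 CPM in *Stk11* ec-/- replicates 1, 2 and 3, and 222, 178 and 101 CPM in WT replicates 1, 2 and 3). Summed over 45 markers of fibroblasts, pericytes and smooth muscle, 38 of them tested and 11 held by another list, levels were highest in the library of each group with the lowest pan-endothelial level (27005 CPM in *Stk11* ec-/- replicate 3 and 21106 CPM in WT replicate 3, against 4810 to 9851 CPM in the others), among them *Acta2* (3786 and 6757 CPM) and *Col1a1* (4930 and 2559 CPM). That is what the first test asked and it held, whereas with neither of these libraries the set still passed (limma's camera, adjusted p = 1.38e-08), but the 4 left include *Stk11* ec-/- replicate 2, so cells of mesenchymal type cannot be told apart from a high level in that library. A difference in the ECs that comes with genotype or sex stays open and untested, and the paper describes sorting marrow ECs by VE-cadherin but names no sort for these libraries.

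The first principal component held 31.5% of the variance and did not separate the groups, with *Stk11* ec-/- replicates 1, 2 and 3 at −17.6, 82.3 and 24.9 and WT replicates 1, 2 and 3 at −88.4, −89.5 and 88.2. The second component held 25.1% and did separate them. In the same order, it was at 80.1, 75.8 and 0.827 and at −15.3, −35.3 and −106.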
